# Identification of Cholecystokinin by Genome-Wide Profiling as Potential Mediator of Serotonin-Dependent Behavioral Effects of Maternal Separation in the Amygdala

**DOI:** 10.3389/fnins.2019.00460

**Published:** 2019-05-10

**Authors:** Magdalena T. Weidner, Roy Lardenoije, Lars Eijssen, Floriana Mogavero, Lilian P. M. T. De Groodt, Sandy Popp, Rupert Palme, Konrad U. Förstner, Tatyana Strekalova, Harry W. M. Steinbusch, Angelika G. Schmitt-Böhrer, Jeffrey C. Glennon, Jonas Waider, Daniel L. A. van den Hove, Klaus-Peter Lesch

**Keywords:** serotonin, maternal separation, mouse, emotional behavior, DNA methylation, RNA expression

## Abstract

Converging evidence suggests a role of serotonin (5-hydroxytryptamine, 5-HT) and tryptophan hydroxylase 2 (TPH2), the rate-limiting enzyme of 5-HT synthesis in the brain, in modulating long-term, neurobiological effects of early-life adversity. Here, we aimed at further elucidating the molecular mechanisms underlying this interaction, and its consequences for socio-emotional behaviors, with a focus on anxiety and social interaction. In this study, adult, male *Tph2* null mutant (*Tph2*^-/-^) and heterozygous (*Tph2*^+/-^) mice, and their wildtype littermates (*Tph2*^+/+^) were exposed to neonatal, maternal separation (MS) and screened for behavioral changes, followed by genome-wide RNA expression and DNA methylation profiling. In *Tph2*^-/-^ mice, brain 5-HT deficiency profoundly affected socio-emotional behaviors, i.e., decreased avoidance of the aversive open arms in the elevated plus-maze (EPM) as well as decreased prosocial and increased rule breaking behavior in the resident-intruder test when compared to their wildtype littermates. *Tph2*^+/-^ mice showed an ambiguous profile with context-dependent, behavioral responses. In the EPM they showed similar avoidance of the open arm but decreased prosocial and increased rule breaking behavior in the resident-intruder test when compared to their wildtype littermates. Notably, MS effects on behavior were subtle and depended on the *Tph2* genotype, in particular increasing the observed avoidance of EPM open arms in wildtype and *Tph2*^+/-^ mice when compared to their *Tph2*^-/-^ littermates. On the genomic level, the interaction of *Tph2* genotype with MS differentially affected the expression of numerous genes, of which a subset showed an overlap with DNA methylation profiles at corresponding loci. Remarkably, changes in methylation nearby and expression of the gene encoding cholecystokinin, which were inversely correlated to each other, were associated with variations in anxiety-related phenotypes. In conclusion, next to various behavioral alterations, we identified gene expression and DNA methylation profiles to be associated with TPH2 inactivation and its interaction with MS, suggesting a gene-by-environment interaction-dependent, modulatory function of brain 5-HT availability.

## Introduction

The serotonin (5-hydroxytryptamine; 5-HT) system is one of the brain’s key neuromodulatory systems and as such involved in the regulation of manifold behaviors (Lesch et al., 2012; Paul and Lowry, 2013; Ottenhof et al., 2018). Mice, carrying a constitutive, genetic tryptophan hydroxylase 2 (TPH2) inactivation (Gutknecht et al., 2008), which results in a brain 5-HT reduction of approximately 90% (Gutknecht et al., 2012), were found to display a distinctive behavioral phenotype (Mosienko et al., 2015). Lifelong 5-HT deficiency is associated with altered anxiety-related behaviors, locomotor activity and social behavior. Next to its direct effects on behavior, 5-HT system function is known to modulate the effects of aversive experiences throughout life (Bennett et al., 2002; Caspi et al., 2002, 2003; Champoux et al., 2002; van den Hove et al., 2011; Gutknecht et al., 2015; Sachs et al., 2015; Wong et al., 2015).

Stress throughout development and further along the lifespan has the capacity to affect the stress response and stress-related behaviors later in life by reprogramming the reactivity of limbic brain areas (Lupien et al., 2009). Stress-induced adaption in limbic function is related to alterations in the 5-HT system (Márquez et al., 2013). Accordingly, genetic TPH2 inactivation induces distinct reactivity of various brain regions (Waider et al., 2017; Auth et al., 2018). Complete brain 5-HT deficiency is concomitant with an altered reactivity of basal amygdala, paraventricular nucleus (PVN) and periaqueductal gray (PAG) to diverse challenges. Moreover, stress was found to affect factors of the 5-HT system directly. Exposure to maternal separation (MS) is associated with increased monoamine oxidase a (*Mao-a*) expression in striatum and brain stem (Wong et al., 2015), decreased 5-HT immunoreactivity in the hypothalamus (Veenema et al., 2006) as well as increased *Tph2* expression in the dorsal raphe (DR), in the context of social challenges (Gardner et al., 2009). Thus, while the 5-HT system modulates the effects of stress, stress directly affects 5-HT system function, reflecting an interaction of genetic and environmental factors. At the core of this interaction, the 5-HT system acts as a modulatory interface, regulating the effects of early experiences. 5-HT system function, during the early postnatal period, is vital for the formation and fine tuning of 5-HT projection connectivity in several limbic brain regions. Migliarini et al. (2013) showed that lack of 5-HT reduces the density of serotonergic fibers in the suprachiasmatic nucleus, the hypothalamus and the thalamic PVN, while it increases the density of 5-HT fibers in nucleus accumbens and hippocampus. A suggested potential mechanism for this highly specific connectivity pattern is a 5-HT-dependent regulation of brain derived neurotrophic factor (*Bdnf*). In support of this view, *Bdnf* expression was linked to early, 5-HT-induced epigenetic modifications at the *Bdnf* gene, (Boulle et al., 2016). Another study investigating the involvement of 5-HT in modulating the epigenetic landscape, indicated that 5-HT signaling during early life facilitates the recruitment of chromatin-remodeling complexes, and transcription factors, such as cAMP response element binding protein (CREB) binding protein and early growth response protein 1 (Hellstrom et al., 2012), resulting in an altered epigenetic regulation of stress-relevant genes such as the glucocorticoid receptor and, consequently the activity of the stress axis (Zhang et al., 2013). Of note, most effects of early-life adversity are sex-specific with regard to behavior, stress responses and 5-HT system mediation (McCormick et al., 1995; Veenema et al., 2007; García-Cáceres et al., 2010; van den Hove et al., 2014; Hiroi et al., 2016).

Taken together, an interaction of 5-HT system function and early-life adversity has already been shown in several studies. However, an investigation of the molecular correlates of the altered behavior, with a focus on socio-emotional behavior and in the context of epigenetic regulation, has not yet been performed. In the present study, we aimed to further elucidate the role brain 5-HT plays in the epigenetic mediation of early, postnatal adversity and the effects this interaction exerts on the behavioral phenotype, with a focus on territorial, social behaviors, including aggression, in adult male mice. To reveal molecular mechanisms that are vital for the integration of environmental cues and stress response, we targeted the amygdala, as one of the core components controlling limbic-mediated, emotional processes, which is thoroughly innervated and modulated by 5-HT projections (Asan et al., 2013), for the genome-wide analysis of RNA expression and DNA methylation.

## Materials and Methods

### Animals and Procedures

All experiments were performed in accordance with the European Parliament and Council Directive (2010/63/EU) and approved by local authorities (Government of Lower Franconia, Würzburg: 55.2-2531.01- 57/12). All efforts were made to minimize numbers and suffering of animals.

Mice of the parental generation were housed in sex-specific groups of 2–7 under a 14 h/10 h light-dark cycle, with lights on at 7 AM–9 PM, in climate-controlled rooms (21 ± 1°C, humidity 45–55%). Standard rodent chow and water were available *ad libitum*. For breeding purposes, 22 male and 44 female *Tph2*^+/-^ mice, backcrossed on C57BL/6N for more than 15 generations, and approximately 3 months of age, were put together in standard (267 × 207 × 140 mm) polysulfone cages (Tecniplast Deutschland GmbH, Hohenpeissenberg, Germany) with woodchips and standard nesting material in a 1:2 breeding design. The number of breeding pairs was calculated based on the targeted group size of 12 animals per genotype and condition, and based on the Hardy-Weinberg equilibrium, a 1:1 sex-ratio, and an estimated breeding success rate of 75%. All mating pairs were separated after 5 days and females that had a vaginal plug at least once were housed individually from then onward. Females were weighed before mating and 4, 7 and 10 days after separation. Animals that did not show any weight gain over the first 10 days after separation were mated again, with different males. From 14 days after separation of the breeding pairs, nests were checked for pups once per day. The day of birth was declared postnatal day (P)0. No cage changes were performed until P5. Litter size was not normalized at birth for amount of pups of various genotypes, sex or total litter size, owed to the higher mortality of *Tph2* null mutant (*Tph2*^-/-^) offspring (Alenina et al., 2009). Furthermore, due to their growth retardation, the determination of sex was more difficult in *Tph2*^-/-^ animals, in particular before the age of weaning. Thus, to ensure a sufficient amount of *Tph2*^-/-^ males no adjustments were made pre-weaning. Only litters of 5 or more pups were included. Thus, litter size of included litters ranged from 5 to 11 pups per litter, with an average litter size of 8.1 ± 0.3 pups per litter. At P2, litters were randomly assigned to MS and control condition. 23 litters and their respective nesting material were removed from the maternal cage for 3 h/day P2 through 15, while dams remained in their respective cages. Of 23 MS litters 6 were excluded post-weaning, due to imbalanced sex-ratio and/or to avoid litter effects of isolated genotypes, i.e., for example litters with only *Tph2*^+/-^ males, leaving 17 MS litters. An equal number of litters (17) had been subjected to standard facility rearing and served as control. Pups were weaned at P24 ± 2. For all following procedures, we used only male offspring. After weaning, mice were housed individually in standard cages under a 12 h light-dark cycle, with lights on 1 AM–1 PM. Physiological parameters of mothers and pups are reported in the Supplementary Information (Data Sheet 1). We found no MS effect on maternal weight, relative pup weight or pup survival and observed a lower weight in *Tph2*^-/-^ animals throughout adulthood (Supplementary Tables 1, 2; Data Sheet 1; Weidner, 2018).

Adult males of both control and MS litters were subjected to behavioral screening starting at approximately 2 months of age. All tests were conducted during the dark phase. In brief, mice were tested for anxiety-related behavior, using the dark-light box (DLB) test (Crawley and Goodwin, 1980; Onaivi and Martin, 1989) followed by open-field (OF) test under red-light conditions to determine locomotor activity (Post et al., 2011) and elevated plus-maze (EPM) test as another anxiety test (Lister, 1987; Post et al., 2011; Gutknecht et al., 2015). Mice were tracked using infrared light from below the respective apparatus (Post et al., 2011). Trials were recorded from above, using an infrared-sensitive CCD camera. Behavioral analysis was performed, using VideoMot2 tracking software (TSE Systems, Bad Homburg, Germany). Each animal was allowed to rest for at least 6 days between trials. The experimental procedures and measures of DLB, EPM and OF are described in more detail in the Supplementary Methods (Data Sheet 1). Following the anxiety-related behavioral test battery animals were tested in a repeated resident-intruder test (RIT). The RIT is an aggression test, which is based on the naturally occurring territoriality, observed in male mice. The used protocol was adapted from a protocol employed in rats (Koolhaas et al., 2013), as described in the following. In preparation of the test, in order to keep olfactory cues stable and, thus, reinforce natural territoriality in the residents, a small amount of soiled sawdust was carried over at every cage change. From 5 days prior to testing until 1 day after testing, cages were not changed. Intruder males were approximately 2 months old DBA2/N males (Charles River, Sulzfeld, Germany). They were housed in groups of six as described for the parental generation and were allowed to adapt for at least 20 days before testing started. All intruders were weighed prior to the first encounter to allow weight matching them to a respective resident. The heaviest intruder was determined for each cage and excluded from testing. These animals were used prior to the first RIT for instigation. Each instigation lasted 5 min, allowing to stimulate residents by visual and olfactory exposure to an intruder without the possibility of physical contact (de Almeida and Miczek, 2002; de Almeida et al., 2005). 3 min after the instigation ended the actual intruder was introduced into the resident’s home cage. The RIT was performed under red-light. In previous studies it has been reported that the initially observed level in aggression might not be representative of the true innate aggressive potential (Winslow and Miczek, 1984; Miczek et al., 2001; Caramaschi et al., 2008). Therefore, the RIT should be repeated several times, to allow animals to reach a stable level of offensive behavior. In the current study, the RIT was repeated four times with 24 h intervals between each encounter. For each encounter the resident was matched with an unfamiliar intruder. The test time added up to 5 min from the first attack bite (as observed online) or maximum 10 min. Encounters were filmed from a side-on view for subsequent behavioral analysis. An infrared-sensitive high-speed camera (The Imaging Source, Bremen, Germany) was used. Following each encounter, resident and intruder were examined for wounds. Recordings of the first and last of four encounters were analyzed in detail for all animals that were further screened for whole genome RNA expression and DNA methylation (*n* = 8–10 per group) using the Observer XT software (Noldus, Wageningen, Netherlands). Behaviors were scored in 5 categories, i.e., non-social, behavior independent of the intruder [rearing, digging, self-grooming and walking]; prosocial, affiliative behavior [sniffing, grooming, turning to, following, and looking toward (Miczek et al., 2001; Natarajan and Caramaschi, 2010; Koolhaas et al., 2013)], dominant, behavior to establish a clear hierarchy [grooming, mounting, and following, while the intruder showed clear signs of submission (Natarajan and Caramaschi, 2010; Wang et al., 2014)], threat, display of warning signs [tail rattling, sideway threatening, up-right posturing, boxing, aggressive grooming and fast following (Koolhaas et al., 2013)] and aggression [clinching, keeping down, biting, kicking and chasing (Koolhaas et al., 2013)]. The accumulated amount of time spent for each category was then analyzed relative to the total amount of time the animals spent in the encounter and is reported as percentage. Furthermore, to determine the quality of attacks, bite targets were scored in detail. To gain insight into rule breaking, we distinguished bites aimed at the back, throat, belly, face, paws and tail of the opponents. For further references, bites aimed at the back were declared social, as the targeted areas are non-vulnerable areas. Attacks aimed at the belly, face, paws throat and tail were determined unsocial, as they aimed at body parts, where vital organs are located or that are more prone to infection (Haller et al., 2001, 2005a; Blanchard et al., 2003; Koolhaas et al., 2013; Takahashi and Miczek, 2014). Besides bite targets, the occurrence of tail rattle, grooming, sniffing and mounting were scored.

### Measurement of Fecal Corticosterone Metabolites

To investigate functionality of the hypothalamic-pituitary-adrenal (HPA) axis, in a non-invasive manner, fecal boli, accumulated over the 7 day period between cage changes, were collected. This was done at three time-points throughout the experimental timeline: once before behavioral testing, once after EPM exposure and a last time at the day of sacrifice. Following sample collection, fecal boli were stored at -20°C, until further processing. Fecal corticosterone metabolites (FCMs) were extracted (50 mg powdered feces plus 1 ml 80% methanol) and, subsequently, measured with a 5α-pregnane-3ß,11ß,21-triol-20-one enzyme immunoassay (EIA) that was developed and successfully validated for mice (Touma et al., 2003, 2004).

### Epigenetic Regulation

For the investigation of epigenetic regulation both RNA and DNA were extracted from amygdala tissue of 8 animals per condition (48 animals in total), as described in more detail elsewhere (van den Hove et al., 2011; Schraut et al., 2014). RNA sequencing was performed by IGA Technologies (Udine, Italy) using the TrueSeq Stranded Total RNA kit and the Illumina HiSeq 2500 platform at a read-length of 125 bp with paired-end reads (60 million reads/sample). Mapping to the *mus musculus* GRCm38.p5 genome was performed by the Core Unit Systems Medicine at the University of Würzburg. To analyze DNA methylation, DNA capture-based sequencing was performed by Nxt-Dx (Ghent, Belgium). DNA was sheared by sonication followed by DNA capture using the methyl-CpG-binding domain (MBD) of human methyl-CpG binding protein 2 (MeCP2). Paired-end sequencing with 50 bp read-length (20 million reads/sample) was performed on the Illumina HiSeq4000 platform. Reads were mapped to the *mus musculus* GRCm38.p5 genome using Bowtie2 v2.1.0 software. After mapping, coverage peaks were generated using MACS 14 peak caller v1.4.2 (Zhang et al., 2008). Subsequently, peaks were aligned and sequencing reads within overlapping peak-sets were counted using the DiffBind R-package v2.0.9 (Stark and Brown, 2013). This resulted in count-tables of the methylated loci. Loci were annotated based on the first nearest feature, using ChIPpeakAnno v3.8.9 (Zhu et al., 2010) with the TxDb.Mmusculus.UCSC.mm10.ensGene v3.4.0. (2016) and ensemble-based EnsDb.Mmusculus.v75 v2.1.0 (Rainer, 2016) annotation packages. Sequencing data is deposited in the Gene Expression Omnibus database (identifier: GSE110330) and a more detailed description of RNA and DNA extraction and sequencing can be found in the Supplementary Methods (Data Sheet 1).

### Statistical Analysis

For statistical analysis of behavior, SPSS Statistics Version 23 or higher (IBM Deutschland GmbH, Ehningen, Germany) was used. Data was examined for normal distribution and outliers, using the Shapiro-Wilk test and boxplots. As a considerable number of factors did not meet assumptions for parametrical testing, Kruskal-Wallis tests, with grouping variables *Tph2* genotype, MS or experimental group (*Tph2*^∗^MS), were performed to test for main effects. Main effects were followed-up by Mann-Whitney U tests. For specific aggression parameters, such as target placement of attack bites, we performed Chi-Square test analysis for categorical data, indicating if more animals per grouping variable showed the investigated behavior. *P*-values were corrected for multiple comparisons per behavioral test, using the false discovery rate (FDR) online calculator^1^, correcting for measured parameters and applied statistical comparisons. Corrected *p* < 0.05 was considered significant. A table with all statistical comparisons is displayed in Supplementary Table 3 (Data Sheet 1). The fecal corticosterone metabolite profile was analyzed using repeated, multifactorial analysis of variance (ANOVA; time point, *Tph2* genotype and MS) with a Greenhouse-Geisser correction followed by Bonferroni-corrected *post hoc* analysis. To establish a normal distribution data was square root transformed.

For statistical analysis of RNA expression and DNA methylation, DESeq2 v1.14.1 (Love et al., 2014) was used in the free software environment R v3.3.2 (The R Foundation, Vienna, Austria), using default settings. Contrasts were calculated for *Tph2*^∗^MS interactions GE1 [(*Tph2*^+/-^ MS-*Tph2*^+/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)] and GE2 [(*Tph2*^-/-^ MS-*Tph2*^-/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)]. For RNA sequencing, this resulted in lists of differentially expressed genes (DEGs), comprising base mean of counts/gene, ratio on a log2 scale (log2 Fold Change; lg2FC), log fold change standard error, Wald statistic, *p*-value and adjusted *p*-value (Supplementary Table 4; Data Sheet 1). 

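The authors deposited the number of read pairs counted on each of 48440 genes in the 48 amygdala RNA samples, without normalization, and 32235 of these genes had at least 1 count in any sample. *Lars2*, which encodes the mitochondrial leucyl-tRNA synthetase and lies on the plus strand of chromosome 9 of GRCm38 from 123366927 to 123462666, had between 17873 and 1307622 counts per sample, with a median of 29188.5. Its mean count was exceeded by that of 1 gene, the long intergenic non-coding RNA *Gm42418* on chromosome 17 (39846958 to 39848788, plus strand), whose exons lie for 1822 bases opposite to *CT010467.1*, a gene annotated as rRNA. *Gm42418* had between 126 and 4569582 counts, with a median of 273.5. Its count was above 500000 in 4 libraries, namely replicate 1 of *Tph2*+/+ C with 4569582, replicate 2 of *Tph2*+/+ MS with 565653, replicate 2 of *Tph2*+/- C with 4492836 and replicate 1 of *Tph2*-/- C with 903823 counts. Together, *Gm42418* and *Lars2* took between 2.59% and 93.3% of the counts on genes of a sample, with a median of 4.06%. *Lars2* was left out as in the study and *Gm42418* was kept, which left 32234 genes.

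**Figure D1:**
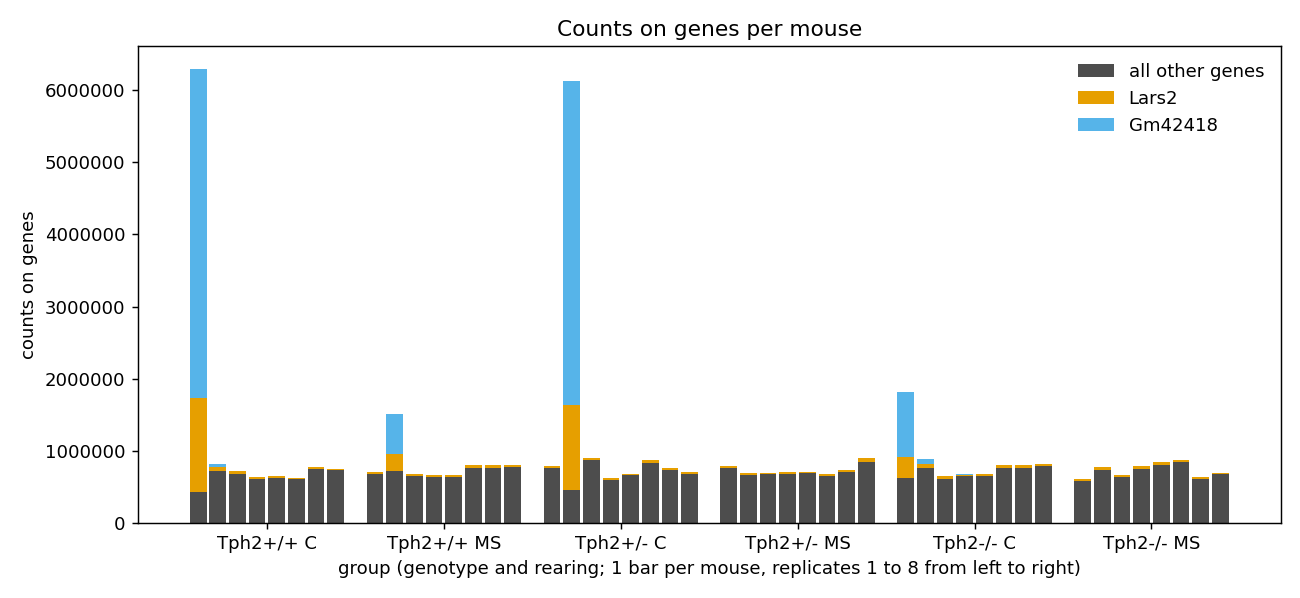
Counts on genes (y axis) for each mouse (x axis, by genotype and rearing, replicates from left to right), with 1 stacked bar per mouse for *Gm42418*, *Lars2* and all other genes. Replicate 1 of *Tph2*+/+ C and replicate 2 of *Tph2*+/- C stand out with 6296568 and 6128142 counts, while the counts on all other genes lay between 419364 and 868469 in every mouse.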

For this analysis, only genes with a base mean > 0 were taken into account and one gene (i.e., *Lars2*) was excluded due to an incomparably high base mean. A similar output was obtained for the analysis of the differentially methylated loci (DMLs) comprising, in addition to statistical results and peak loci, a list of annotated genes (Supplementary Table 5; Data Sheet 1). Pre-analysis quality control revealed two outlier samples, both of the *Tph2*^-/-^ MS condition, with remarkably lower counts, shifted normalized density and additional small peaks as well as an overall shifted peak in the density histogram of signal intensities (for quality control summary see Supplementary Figures 2, 3; Data Sheet 1). Those two samples were excluded from further analysis. Genes of either analysis were determined differential if they showed a nominal *p* < 0.01 and lg2FC > | 0.2|. Subsequently, the overlap of DEGs and DML-associated genes was determined and the relationship between overlapping DEG and DML raw counts as well as behavior was investigated using Spearman’s Rho (ρ). Correlation analysis was performed over all conditions. For statistically correlated DEGs and DMLs, differences in MS effects were investigated using Mann-Whitney U test. *P*-value correction was performed as described earlier. Furthermore, pathway enrichment analysis was conducted using the pathway analysis tool PathVisio (van Iersel et al., 2008; Kutmon et al., 2015), which operates based on the Wikipathways platform (Kelder et al., 2012; Kutmon et al., 2016). A detailed description and results of the pathway analysis are reported in Supplementary Methods and Supplementary Table 6 (Data Sheet 1).

## Results

### TPH2 Inactivation, Maternal Separation and Anxiety-Related Behaviors and Stress Response

In the DLB test, neither *Tph2* genotype, MS nor *Tph2*^∗^MS interaction affected the latency to enter the light compartment, distance moved (data not shown) or time spent (Figure 1A) in the dark or light compartment. In the EPM test, an effect of *Tph2*^∗^MS interaction was observed for time spent on the open arms [χ^2^(5) = 19.9, *p* = 0.008] and of *Tph2* genotype in the closed arms [χ^2^(2) = 10.2, *p* = 0.029], as depicted in Figure 1B. *Post hoc* analysis revealed that *Tph2*^-/-^ MS mice spent more time on the open arms than *Tph2*^+/-^ (*U* = 21.0, *p* = 0.010) and *Tph2*^+/+^ (*U* = 9.0, *p* = 0.004) MS mice. Furthermore, *Tph2*^-/-^ mice spent less time in the closed arms when compared to *Tph2*^+/-^ (*U* = 166.0, *p* = 0.014) and *Tph2*^+/+^ (*U* = 153.0, *p* = 0.013) mice. Similarly, the distance covered in the open arms was influenced by the *Tph2* genotype, independent of MS [χ^2^(5) = 26.6, *p* = 0.001]. Biallelic TPH2 inactivation increased the distance covered on the open arms, when compared to *Tph2*^+/-^ (C: *U* = 14.0, *p* = 0.010, MS: *U* = 24.0, *p* = 0.013) and *Tph2*^+/+^ (C: *U* = 19.0, *p* = 0.013, MS: *U* = 21.0, *p* = 0.010) mice. Also, entries into the open arms, time in the center and distance covered in the center were comparable between conditions and genotypes. In neither test did *Tph2* genotype, MS or *Tph2*^∗^MS interaction affect the total distance covered, while locomotion over 20 min in a non-aversive open-field was affected by the *Tph2* genotype (Supplementary Figure 1; Data Sheet 1; Weidner, 2018).

**FIGURE 1:**
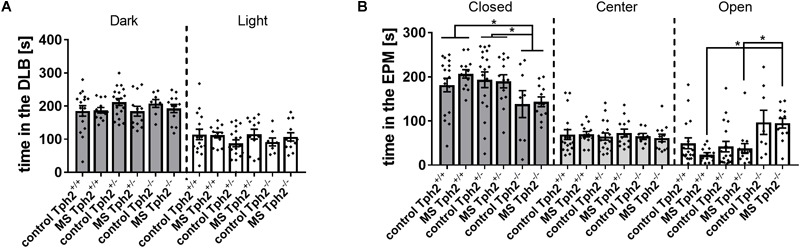
Anxiety-related behaviors in **(A)** the dark-light box (DLB) and **(B)** the elevated plus-maze (EPM): DLB performance was unaffected by both tryptophan hydroxylase 2 *(Tph2)* genotype and maternal separation (MS). In the EPM, full TPH2 inactivation increased the time [s] spent on open arms in offspring exposed to MS and decreased the time spent in closed arms, independent of MS. Bars represent group means ± standard errors (*n*/group = 8–18). ^∗^FDR corrected *p* < 0.050 (*Post hoc*: Mann-Whitney U).

The FCM profile recorded at three different time points (tp) throughout the experiment showed an effect of *Tph2* genotype over time [*F*(2.9,89.4) = 9.6, *p* = 2.03E-5] depicted in Figure 2. Over the three time-points (tp1, tp2 and tp3), the profiles of *Tph2*^-/-^ (tp1-tp2:p = 5.29E-13 tp1-tp3:p = 2.06E-15) and *Tph2*^+/-^ (tp1-tp2:p = 0.013 tp1-tp3:p = 0.009) mice’s FCM levels changed, while no significant change was observed in *Tph2*^+/+^ mice. At different time-points in particular *Tph2*^-/-^ mice showed a deviating FCM profile. At baseline *Tph2*^-/-^ mice’s feces showed increased FCM levels compared to the level in *Tph2*^+/-^ mice’s feces (*p* = 0.042) and at recovery *Tph2*^-/-^ mice’s feces showed decreased FCM levels compared to the level in *Tph2*^+/+^ mice feces (*p* = 0.002).

**FIGURE 2:**
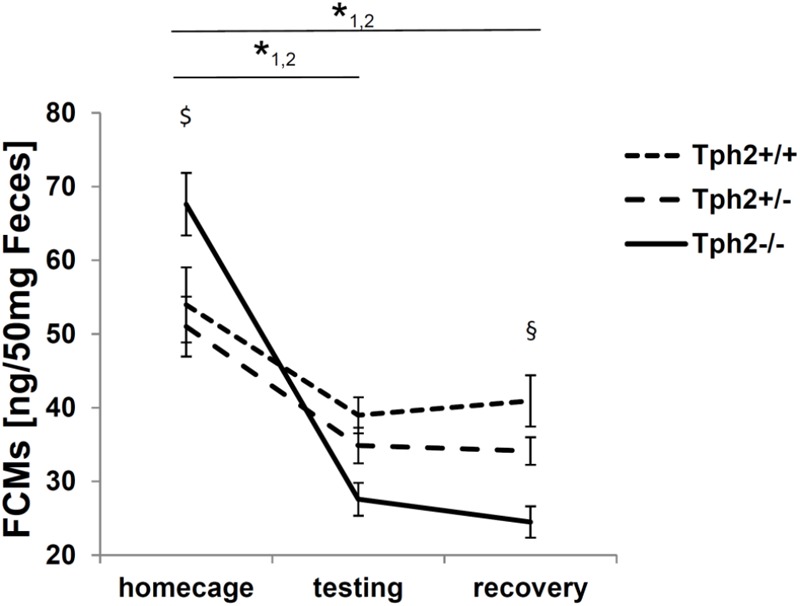
Fecal corticosterone metabolites (FCMs) in 50 mg feces. 1 *p* < 0.05 for home cage compared to testing and recovery in tryptophan hydroxylase 2 (TPH2)-deficient mice (*Tph2*^-/-^). 2 *p* < 0.05 for home cage compared to testing and recovery in Tph2^+/-^. $ *p* < 0.05 *Tph2*^-/-^ compared to *Tph2*^+/-^ under home cage conditions. § *p* < 0.05 *Tph2*^-/-^ compared to *Tph2*^+/+^ after recovery. Data points represent group means ± standard error (*n*/group = 8–12). Statistical analysis was performed using repeated measures ANOVA followed by Bonferroni corrected *t*-test.

### TPH2 Inactivation, Maternal Separation and Territorial, Social Behaviors

For repeated RIT, the first and the last of four sessions were analyzed. In the first session, none of the classical parameters of RIT, like latency to attack (Figure 3A) or number of attacks (Figure 3B) showed any effect of 5-HT deficiency, MS or a *Tph2*^∗^MS interaction. Most prominently, *Tph2* genotype was found to affect the total amount of time mice were sniffing the intruder [χ^2^(2) = 15.8, *p* = 0.023; Figure 3C], with *Tph2*^-/-^ mice (*U* = 38.0, *p* = 4.42E-4) and *Tph2*^+/-^ mice (*U* = 92.0, *p* = 0.025) spending less time engaged in sniffing in comparison to *Tph2*^+/+^ mice.

**FIGURE 3:**
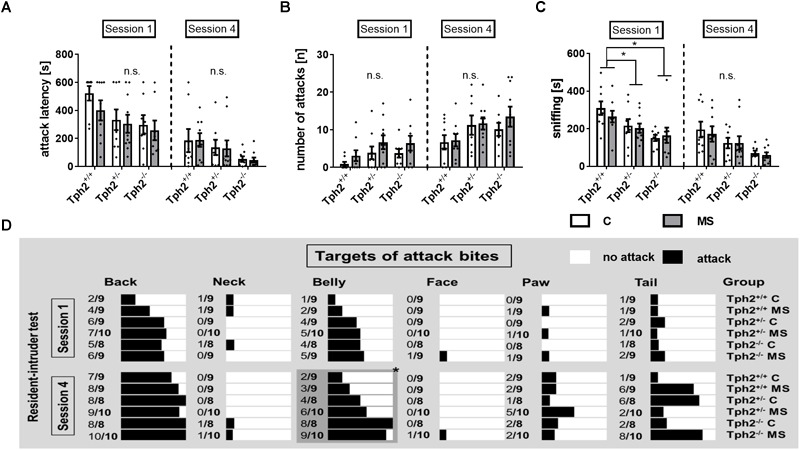
Social behaviors determined using repeated resident-intruder test (RIT). **(A)** Latency to attack [s] as well as **(B)** number of attacks [n] were not affected by the animals’ tryptophan hydroxylase 2 (*Tph2*) genotype, exposure to maternal separation (MS) or *Tph2*^∗^MS interaction during the first and fourth session of the RIT. **(C)** Sniffing [s] during the first session was decreased in mice carrying homo- and heterozygous genetic tryptophan hydroxylase 2 (TPH2) inactivation in both animals of the control (C) and MS condition. **(D)** During the fourth session targets of attack bites [nominal] of *Tph2*^-/-^ males were directed more toward vulnerable body parts, i.e., the belly, when compared to *Tph2*^+/-^ and *Tph2*^+/+^ males. **(A–C)** Bars represent group means ± standard errors (*n*/group = 8–10). ^∗^FDR-corrected *p* < 0.050 (*Post hoc*: Mann-Whitney U). **(D)** The relative number of animals per group by attack targets such as back and belly. The black bars represent the % of animals attacking the indicated target. ^∗^FDR-corrected *p* < 0.050 (Pearson chi-square test of categorical data, attack vs. no attack, n/group = 8–10).

During the fourth session, neither latency to attack (Figure 3A), nor number of attacks (Figure 3B) were affected by 5-HT deficiency, MS or a *Tph2*^∗^MS interaction A significant difference between genotypes, attacking the belly during the fourth session [χ(2) = 16.7, *p* = 0.023] was observed, with 95% of the *Tph2*^-/-^ mice targeting this body part at least once, while of *Tph2*^+/-^ mice 55% and of *Tph2*^+/+^ mice 28% attacked the belly (Figure 3D).

### TPH2 Inactivation, Maternal Separation and Epigenetic Regulation

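Total RNA from the amygdala of 48 mice was sequenced, with 8 mice in each of the 6 groups formed by the *Tph2* genotype (*Tph2*+/+, *Tph2*+/- and *Tph2*-/-) and rearing, either with MS or under the control condition (C). *Tph2* encodes the enzyme that makes 5-HT in the brain. The libraries kept the strand of the RNA and were read as pairs, and the authors mapped them to GRCm38.p5 and deposited raw counts per Ensembl gene. The main text of the paper does not name the aligner, the annotation or the strand setting of the RNA counting, and refers to supplementary methods that were not used here. Counts on genes ranged from 624555 to 6296568 per sample in *Tph2*+/+ C (median 731341.5), from 657540 to 1513488 in *Tph2*+/+ MS (median 747646), from 615229 to 6128142 in *Tph2*+/- C (median 777247.5), from 681479 to 895555 in *Tph2*+/- MS (median 706515.5), from 644025 to 1819527 in *Tph2*-/- C (median 798755) and from 609489 to 868451 in *Tph2*-/- MS (median 731639). Another 27735012 pairs per sample in the median were counted on no gene, which was 97.5% of the pairs with a unique position. Such pairs may still lie within an annotated gene, for example on its other strand. A further 4045834 alignments per sample in the median were listed as not unique. All values given for genes rest on the smaller number of pairs counted on genes. At that depth 3 counts correspond to 4.06 counts scaled to library size (CPM, here by all counts on genes and without TMM) in the median sample, and 15105 of the counted genes had a mean of at least 1 count and 5645 a mean of at least 10. Such limits cover the counting error alone. Genes that are abundant in brain had low counts, with means of 7.10 for *Actb*, 8.5 for *Snap25* and 4.75 for *Camk2a*. The targeted gene *Tph2* (chromosome 10, 115078641 to 115185022) had no count in 46 samples and 1 count in each of 2 *Tph2*-/- MS samples, so that the genotypes could not be checked from its counts. Counts were normalized with edgeR's TMM method and fitted in 1 model with a coefficient for each of the 6 groups. GE1 and GE2 were contrasts of that model and were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The standard error of a lg2FC was its size divided by the square root of the F statistic. As in the study, a gene was counted as DEG at a nominal p below 0.01 and an absolute lg2FC above 0.2.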

Gene expression and DNA methylation profiles were affected by the *Tph2*^∗^MS interactions GE1 [(*Tph2*^+/-^ MS-*Tph2*^+/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)] and GE2 [(*Tph2*^-/-^ MS-*Tph2*^-/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)] (Weidner, 2018). The results are displayed in Figure 4. 

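For GE1, 563 of the 32234 genes tested passed the thresholds for a DEG, 387 of them with a negative and 176 with a positive lg2FC, so that 68.7% were lower. A share of 1% of the genes tested, the number that p-values without any effect would place below 0.01, is 322 genes. After adjustment over all genes 163 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test, of which 12 were higher and the others lower. The DEGs had low counts, with a median of their mean counts of 8.40, and 150 of them (26.6%) had a mean below 1 count per sample. The lower DEG with the smallest p apart from *Gm42418* was *Gm11973* (chromosome 11, 6475425 to 6493535), an antisense gene with 285 exonic bases opposite to *Purb*. It had 58.9 ± 22.3 CPM (SD, n = 8) in *Tph2*+/+ C, 157 ± 120 in *Tph2*+/+ MS, 156.1 ± 114 in *Tph2*+/- C and 100 ± 59.6 in *Tph2*+/- MS, a lg2FC of -2.05 (standard error 0.18, adjusted p = 1.04e-26 in edgeR's quasi-likelihood test). For *Gm42418* itself the lg2FC was -7.97 (standard error 0.17), which changed to 3.66 when the 4 libraries with the most counts on it were left out, a setting chosen after the data were seen. The higher DEGs with the smallest p were *CT010467.1*, with a lg2FC of 2.01 (standard error 0.14) that changed to -0.38 with DESeq2 in place of edgeR, and *Gigyf2* (chromosome 1, 87326998 to 87450796), with 623 exonic bases opposite to *Kcnj13* and a lg2FC of 1.13 (standard error 0.16). For *CT010467.1*, replicate 8 of *Tph2*+/+ C had 87745 counts, against a group median of 2208.5. This gene did not pass with robust edgeR (nominal p of 0.0128), a setting chosen after the data were seen. *Gigyf2* no longer passed with DESeq2 without a prior (nominal p of 0.210) and with a prior (0.365), with filterByExpr (0.201), with a mean of at least 10 counts (0.205, standard error 0.86) and, in a setting chosen after the data were seen, with robust edgeR (0.238). The SDs of *Gm11973* were of the size of the differences between its groups. The standard error of its lg2FC was larger with filterByExpr (0.58, nominal p of 0.000558) and with a mean of at least 10 counts (0.59, 0.000647). With DESeq2 without a prior it was 0.64 (nominal p of 0.000788), and with DESeq2's size factors in edgeR it was 0.17. *Gm11973* still passed the thresholds for a DEG in these settings. The number of GE1 DEGs moved most when genes with a mean below 10 counts were left out, to 180 DEGs of 5644 genes, none of which had an adjusted p below 0.05, while 458 had an unadjusted p below 0.05.

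**Figure D2:**
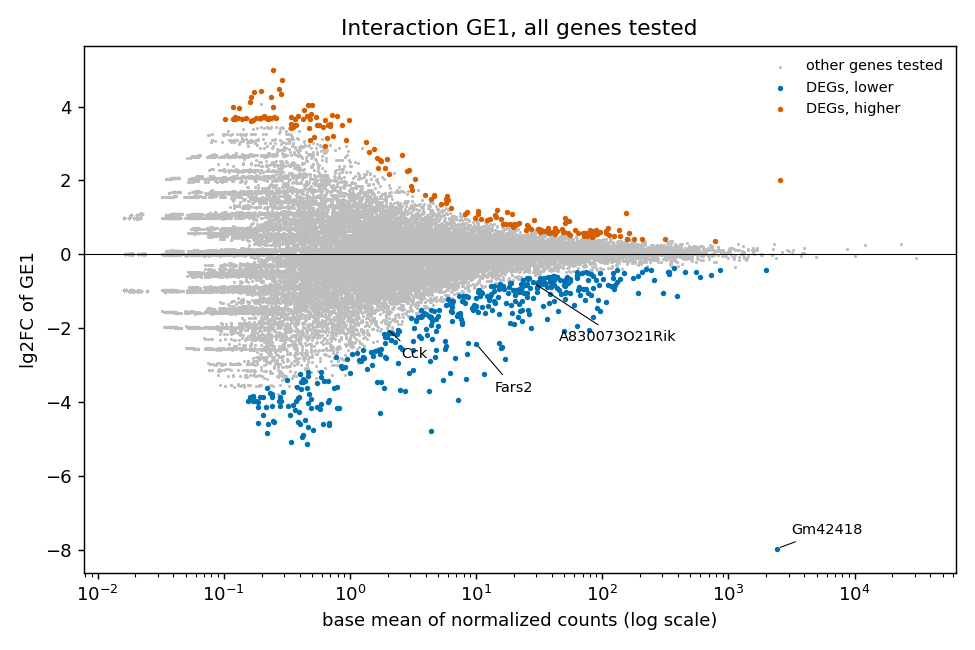
The lg2FC of GE1 (y axis) against the base mean of normalized counts (x axis, log scale) for all genes tested, with 1 point per gene, DEGs with a negative lg2FC in blue and DEGs with a positive lg2FC in orange. DEGs of both directions spread over base means from below 1 count up to 2588 for *CT010467.1*, and *Gm42418* lies apart at -7.97. The base mean is that of DESeq2, while the lg2FC is that of edgeR. For *Gm42418* the base mean was 2433, against a mean count of 222096, and for *CT010467.1* the mean count was 4354. The x axis thus does not show the mean counts of these genes.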

For the interaction GE1 309 DEGs (DOWN 84.5%; UP 15.5%) and 1596 DMLs (DOWN 49.8%; UP 50.2%) were identified. The interaction GE2 was associated with 102 DEGs (DOWN 74.5%; UP 25.5%) and 1403 DMLs (DOWN 51.0%; UP 49.0%). 

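In the deposited counts, 324 genes passed the thresholds for GE2, 198 lower (61.1%) and 126 higher, close to the number that 1% of the genes tested makes. An adjusted p below 0.05 was reached by 11 genes, 4 lower and 7 higher, and 1591 genes had an unadjusted p below 0.05. The GE2 DEGs had a median mean count of 1.74, and 138 of them (42.6%) had a mean below 1. Those with the smallest p included the lower DEG *Parpbp* (chromosome 10, 88091432 to 88146941), with a lg2FC of -2.99 (standard error 0.38, adjusted p = 1.10e-11 in edgeR's quasi-likelihood test), and the higher DEG *Gm15564* (chromosome 16, 35966752 to 35983230), with a lg2FC of 1.52 (standard error 0.14, adjusted p = 1.69e-22). *Parpbp* has 435 exonic bases opposite to *Pmch*. Its count of 705 in 1 *Tph2*-/- C mouse stood against a median of 7 in that group, and *Gm15564* reached 6715 counts in the *Tph2*+/+ C library that was richest in *Gm42418*, against a group median of 226. The signs of both lg2FC changed with DESeq2 in place of edgeR, to 0.60 for *Parpbp* and -0.68 for *Gm15564*. Of the GE1 and GE2 DEGs, which share the *Tph2*+/+ groups, 97 were the same genes, and 92 of these had the same direction. The number of GE2 DEGs fell most with the limit of a mean of 10 counts, to 30 genes.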

Some DMLs were annotated to the same gene.

**FIGURE 4:**
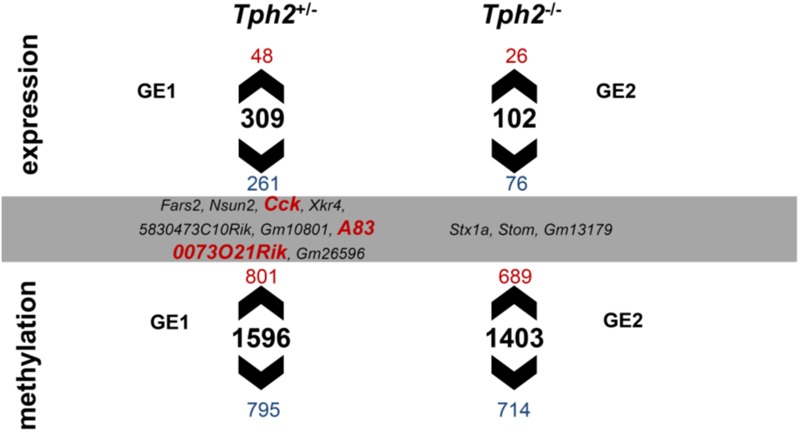
Overlap between differentially expressed genes (DEGs) and differentially methylated loci (DMLs) in the amygdala of mice that were exposed to maternal separation (MS) and are offspring of tryptophan hydroxylase 2-deficient (*Tph2*^+/-^) parents. For statistical analysis of RNA expression and DNA methylation, contrasts were calculated for *Tph2*^∗^MS interactions GE1 [(*Tph2*^+/-^ MS-*Tph2*^+/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)] and GE2 [(*Tph2*^-/-^ MS-*Tph2*^-/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)]. Per group 8 samples (total 48 samples were sequenced for either analysis). For DNA methylation data, pre-analysis quality control revealed two outlier samples, both of the *Tph2*^-/-^ MS condition, which were excluded from analysis. Genes of either analysis were determined differential if they showed a nominal *p* < 0.01 and lg2FC > | 0.2|. Fars2, phenylalanine-tRNA synthetase 2 (mitochondrial); Nsun2, NOL1/NOP2/Sun domain family member 2; Cck, cholecystokinin; Xkr4, X-linked Kx blood group related 4; 5830473C10Rik, RIKEN cDNA 5830473C10 gene; Gm10801, predicted gene 10801; A830073O21Rik, RIKEN cDNA A830073O21 gene; Gm26596, predicted gene 26596; Stx1a, syntaxin 1A (brain); Stom, stomatin; Gm13179, predicted gene 13179.

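Among the genes that the paper lists as both DEG and DML-associated, 8 belong to GE1 and 3 to GE2. Their methylation was not analysed here. *Fars2* (chromosome 13, 36117412 to 36726280), which encodes the mitochondrial phenylalanyl-tRNA synthetase and has 616 exonic bases opposite to *Nrn1*, had 7.60 ± 3.37 CPM (SD, n = 8) in *Tph2*+/+ C, 24.1 ± 20.4 in *Tph2*+/+ MS, 18.7 ± 13.7 in *Tph2*+/- C and 10.5 ± 12.2 in *Tph2*+/- MS. Its lg2FC in GE1 was -2.43 (standard error 0.37, adjusted p = 4.36e-08 in edgeR's quasi-likelihood test). Its standard error was larger with filterByExpr (0.68, nominal p of 0.000537), with a mean of at least 10 counts (0.68, nominal p of 0.00059), with DESeq2 without a prior (0.76, nominal p of 0.000693) and with robust edgeR (0.73, nominal p of 0.00179), and with either filter 0 genes of GE1 had an adjusted p below 0.05 (539 and 458 unadjusted). *Nsun2*, with 634 exonic bases opposite to *Gm17108*, and *Gm10801* had a lg2FC of -2.57 (standard error 0.49, adjusted p = 9.56e-05) and -3.13 (standard error 0.68, adjusted p = 0.00166). With DESeq2 without a prior their nominal p was 0.00169 and 0.000768. *A830073O21Rik*, *Gm26596* and *5830473C10Rik* also passed the thresholds for a DEG, with lg2FC of -0.76 (standard error 0.24), -0.48 (standard error 0.15) and 4.04 (standard error 1.34), but their adjusted p in the same edgeR test was 0.204, 0.136 and 0.263. *A830073O21Rik* did not pass with filterByExpr and with a mean of at least 10 counts (nominal p of 0.0105 and 0.0109). *Gm26596* did not pass with the same filters (0.0107 and 0.0110), without the 7 controls with the highest animal numbers (0.0105) and with robust edgeR (0.0178), and *5830473C10Rik* did not with DESeq2 without a prior (0.0254) and with a replicate block (0.0107). With the share of multi-mapped reads as a covariate, which like robust edgeR was chosen after the data were seen, *A830073O21Rik* had a nominal p of 0.0104. The exons of these 3 genes lie opposite to exons of *Fam174b* over 527, of *Atxn7l3b* over 501 and of *Gm42109* over 207 bases. *Cck* (chromosome 9, 121489824 to 121495694, minus strand), the gene of the neuropeptide cholecystokinin, had a lg2FC of -2.01 (standard error 0.80) with a nominal p of 0.0117, and *Xkr4* one of -1.57 (standard error 0.64) with a nominal p of 0.0144. Both lay above the limit of 0.01 and had adjusted p of 0.577 and 0.640 in the edgeR test. For *Cck* the nominal p was 0.00648 with DESeq2 and a prior on the lg2FC, which shrank the lg2FC to -0.68. In GE2, *Stom* was a DEG with a lg2FC of -4.72 (standard error 1.33, adjusted p = 0.462 in the edgeR test), from 0 to 3 counts per sample and 0 in all *Tph2*+/+ C mice, so that the lg2FC depends on the small count that edgeR adds and is not an estimate of size. It did not pass with DESeq2 without and with a prior (nominal p of 0.0338 and 0.0232). *Stx1a* (lg2FC -1.89, standard error 0.75) and *Gm13179* (lg2FC 0.49, standard error 0.19) had nominal p of 0.0112 and 0.0107. *Gm13179* has 641 exonic bases opposite to *Frmd4a*. Adjusted over the 8 genes of the GE1 list alone, the edgeR p-values lay between 3.35e-10 and 0.0144, and over the 3 genes of the GE2 list between 0.00155 and 0.0112. The lists were called on the same samples.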

Subsequently, the extent to which DML-associated genes and DEGs overlap was examined (Table 1). Amongst the genes identified in both profiles, only the predicted gene A830073O21Rik (ρ = -0.459, *p* = 0.002; Figure 5A) and cholecystokinin (*Cck*) (ρ = -0.343, *p* = 0.021; Figure 5B), both identified as significantly altered, dependent on the interaction between the *Tph2*^+/+^ and *Tph2*^+/-^ genotype with MS, showed a significant, negative relation between read counts of total RNA and MBD sequencing (Weidner, 2018). Based on these findings we analyzed the effects of *Tph2*^∗^MS interaction in detail, and found that, for *A830073O21Rik*, MS decreased the methylation in *Tph2*^+/+^ mice (*p* = 0.018) as shown in Figure 5C. In addition, *Tph2*^+/-^ mice of the control condition showed lower *A830073O21Rik* methylation compared to *Tph2*^+/+^ mice of the same condition (*p* = 0.036) and *Tph2*^+/-^ mice of the MS condition showed higher *A830073O21Rik* methylation compared to *Tph2*^+/+^ mice of the same condition (*p* = 0.039). 

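The RNA counts of *A830073O21Rik* (chromosome 7, 73737929 to 73741024, minus strand), a gene of the annotation's type TEC whose exons lie for 527 bases opposite to *Fam174b*, were 21 ± 6.28 (SD, n = 8 mice) in *Tph2*+/+ C and 36.5 ± 16.0 in *Tph2*+/+ MS. They were 32.6 ± 11.0 in *Tph2*+/- C and 30 ± 18.4 in *Tph2*+/- MS, and 26.5 ± 4.96 in *Tph2*-/- C and 30.1 ± 10.2 in *Tph2*-/- MS. The 9 pairs of groups that differ in rearing or in genotype alone were compared on raw counts with two-sided exact permutation tests of the Mann-Whitney U statistic, with FDR correction over the 9 pairs. Higher counts after MS in *Tph2*+/+ mice (U = 13, exact p = 0.0465) and in *Tph2*+/- C compared to *Tph2*+/+ C (U = 11, exact p = 0.0275) did not remain after the correction, both with an adjusted p of 0.209. The exact p of the other comparisons lay between 0.136 and 0.505. In CPM, 0 of the 9 pairs had an exact p below 0.05 even before the correction, and the smallest exact p was 0.105.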

For *A830073O21Rik* expression the *Tph2*^∗^MS interaction could not be attributed to single group comparisons, as none of the *post hoc* comparisons remained significant after FDR correction, suggesting more subtle effects compared to methylation (Figure 5C). For *Cck* we observed that MS decreased methylation in *Tph2*^+/+^ (*p* = 0.023) and increased methylation in *Tph2*^+/-^ mice (*p* = 0.039) as shown in Figure 5D. In addition, *Tph2*^+/-^ mice of the MS condition showed a higher *Cck* methylation compared to *Tph2*^+/+^ mice of the same condition (*p* = 0.009). For *Cck* expression, similar as observed for *A830073O21Rik* expression, the *Tph2*^∗^MS interaction could not be attributed to single group comparisons (Figure 5D). However, several correlations between the molecular and behavioral readings were observed. 

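The *Cck* counts were 1.5 ± 0.535 (SD, n = 8 mice) in *Tph2*+/+ C, 2.88 ± 1.25 in *Tph2*+/+ MS, 3.25 ± 1.91 in *Tph2*+/- C, 1.25 ± 1.58 in *Tph2*+/- MS, 1.62 ± 1.51 in *Tph2*-/- C and 1.5 ± 1.20 in *Tph2*-/- MS. The 48 mice together had 96 counts on *Cck*, between 0 and 6 per mouse, and 6 mice had none. Genes abundant in brain also had low counts, and counting on the strand opposite to each gene was not excluded. It is thus not settled whether these counts measure *Cck* mRNA, which limits all *Cck* values given here. By two-sided exact permutation of the U statistic, the counts were lower in *Tph2*+/- MS than in *Tph2*+/- C mice (U = 8.5, exact p = 0.00668, adjusted p = 0.0476) and lower in *Tph2*+/- MS than in *Tph2*+/+ MS mice (U = 10, exact p = 0.0106, adjusted p = 0.0476). The increase after MS in *Tph2*+/+ mice (U = 10, exact p = 0.0218, adjusted p = 0.0653) and the higher counts in *Tph2*+/- C than in *Tph2*+/+ C mice (U = 12, exact p = 0.0392, adjusted p = 0.0881) did not remain after FDR correction. The other 5 comparisons had an exact p above 0.05. With the normal approximation of the U test in place of the exact permutation, the smallest adjusted p was 0.0512, so that 0 of the 9 comparisons passed and 4 had an unadjusted p below 0.05.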

We found a positive correlation between *A830073O21Rik*-related DNA methylation and the distance moved in the light compartment of the DLB (ρ = 0.309, *p* = 0.034; data not shown). 

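Raw RNA counts of *Cck* were set against the behavioral values of the same mice, with permutation tests of 100000 resamples. Over the 48 mice of all groups, *Cck* counts and the time spent on the open arms of the EPM had a Spearman's rho of -0.299 (two-sided permutation p = 0.0384) and a Pearson's r of -0.190 (permutation p = 0.192). Among the 38 relations of *Cck* and *A830073O21Rik* counts with 19 behavioral measures, 4 had an unadjusted p of rho below 0.05 and 0 an adjusted p below 0.05, with a smallest adjusted p of 0.365. Without the 2 mice farthest from the median *Cck* count, r was -0.111 (permutation p = 0.466) and rho was -0.213 (permutation p = 0.154). Without the 2 mice farthest from the median time on open arms rho was -0.334 (permutation p = 0.0237), and without *Tph2*-/- mice it was -0.529 (permutation p = 0.00229), so that the size of the relation depended on the mice included. In CPM rho was -0.283 (permutation p = 0.0504), and total counts were not related to the time on open arms (rho = -0.0852, permutation p = 0.564). With ranks over all mice, each less the median rank of its group, the correlation was -0.0366 (permutation within the 6 groups, p = 0.808). Centring on medians can leave differences between group means. Within genotypes rho was -0.283 in *Tph2*+/+ mice (permutation p = 0.286), -0.757 in *Tph2*+/- mice (permutation p = 0.00108) and 0.381 in *Tph2*-/- mice (permutation p = 0.147), with 16 mice each. Without the 7 mice with the highest animal numbers, all of them controls, rho was -0.294 (permutation p = 0.0629).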

*Cck* expression positively related to levels of anxiety in the EPM (time open arm: ρ = -0.299, *p* = 0.039; Figure 6A) and *Cck*-related DNA methylation showed an opposing relationship with anxiety (time open arm: ρ = 0.381, *p* = 0.009; Figure 6B; closed arm: ρ = -0.304, *p* = 0.040; Figure 6D; distance on open arms: ρ = 0.403, *p* = 0.005; data not shown). Moreover, *Cck* expression was negatively correlated to threat behavior in the first RIT session (ρ = -0.330, *p* = 0.025; Figure 6C).

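For the 46 mice with a value, *Cck* counts and threat behavior in the first RIT session had a Spearman's rho of -0.330 (two-sided permutation p = 0.0257) and a Pearson's r of -0.356 (permutation p = 0.0149). When the 2 mice with *Cck* counts farthest from the median were left out, r was -0.309 (permutation p = 0.0405) and rho was -0.264 (permutation p = 0.0837). The relation in ranks was thus weaker without these mice and did not reach p below 0.05. The relation was similar in CPM (rho = -0.341, permutation p = 0.0205). With ranks over all mice, each less the median rank of its group, it did not reach p below 0.05. The correlation of these ranks was -0.275 (permutation within the 6 groups, p = 0.0698). Within genotypes rho was 0.474 in *Tph2*+/+ mice (permutation p = 0.0753, n = 15), -0.522 in *Tph2*+/- mice (permutation p = 0.0404, n = 16) and -0.476 in *Tph2*-/- mice (permutation p = 0.0740, n = 15). Without the 7 controls with the highest animal numbers rho was -0.365 (permutation p = 0.0233).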

**Table 1:** Overlapping, differentially methylated loci (DMLs) and differentially expressed genes (DEGs).

Chr	start	end	symbol	Ensembl ID	biotype	Inside Feature	Bm	lg2FC	lfcSE	stat	*P*-value	*P* adj
**(A)**	**Contrast (GE1): [(*Tph2*^+/-^ MS-*Tph2*^+/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)]**					
	**DML**											
13	36365737	36366424	Fars2	ENSMUSG00000021420	protein_coding	inside	15.46	-0.74	0.21	-3.57	3.64E-04	0.96
13	69457460	69458618	Nsun2	ENSMUSG00000021595	protein_coding	upstream	37.21	-0.52	0.19	-2.79	5.34E-03	1.00
9	121477914	121478574	Cck	ENSMUSG00000032532	protein_coding	downstream	16.13	0.58	0.21	2.81	4.98E-03	1.00
1	3583857	3584649	Xkr4	ENSMUSG00000051951	protein_coding	inside	17.95	0.75	0.21	3.60	3.14E-04	0.96
5	90554052	90554958	5830473C10Rik	ENSMUSG00000070690	protein_coding	upstream	24.92	-0.69	0.19	-3.57	3.57E-04	0.96
2	98661728	98665716	Gm10801	ENSMUSG00000075015	protein_coding	includeFeature	96234.69	-0.44	0.12	-3.50	4.62E-04	1.00
7	73774794	73775963	A830073O21Rik	ENSMUSG00000091890	protein_coding	upstream	33.84	0.47	0.18	2.61	9.12E-03	1.00
10	112610921	112611527	Gm26596	ENSMUSG00000097185	protein_coding	upstream	15.17	-0.55	0.21	-2.64	8.40E-03	1.00
	**DEG**											
13	36117411	36537592	Fars2	ENSMUSG00000021420	protein_coding		10.02	-0.99	0.28	-3.59	3.37E-04	0.08
13	69533746	69635780	Nsun2	ENSMUSG00000021595	protein_coding		5.67	-0.84	0.26	-3.18	1.45E-03	0.14
9	121489825	121495689	Cck	ENSMUSG00000032532	protein_coding		1.96	-0.74	0.27	-2.74	6.10E-03	NA^∗^
1	3205901	3671498	Xkr4	ENSMUSG00000051951	protein_coding		3.54	-0.74	0.29	-2.59	9.62E-03	NA^∗^
5	90561107	90597871	5830473C10Rik	ENSMUSG00000070690	protein_coding		0.47	0.51	0.17	2.94	3.23E-03	NA^∗^
2	98662237	98664083	Gm10801	ENSMUSG00000075015	protein_coding		3.17	-0.86	0.26	-3.34	8.38E-04	NA^∗^
7	73737929	73741024	A830073O21Rik	ENSMUSG00000091890	TEC		28.22	-0.64	0.24	-2.63	8.47E-03	0.35
10	112928501	112931155	Gm26596	ENSMUSG00000097185	protein_coding		332.56	-0.48	0.19	-2.59	9.58E-03	0.37
**(B)**	**Contrast (GE2): [(*Tph*^-/-^ MS-*Tph2*^-/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)]**					
	**DML**											
5	135031000	135031630	Stx1a	ENSMUSG00000007207	protein_coding	inside	18.88	-0.56	0.21	-2.68	7.39E-03	1.00
2	35326274	35327079	Stom	ENSMUSG00000026880	protein_coding	inside	21.99	0.59	0.20	2.95	3.13E-03	1.00
2	4594896	4595707	Gm13179	ENSMUSG00000086018	antisense	upstream	16.98	-0.56	0.21	-2.65	8.13E-03	1.00
	**DEG**											
5	135023482	135051100	Stx1a	ENSMUSG00000007207	protein_coding		2.28	-0.71	0.27	-2.59	9.58E-03	1.00
2	35313986	35336976	Stom	ENSMUSG00000026880	protein_coding		0.37	-0.47	0.16	-2.91	3.67E-03	1.00
2	4586024	4587287	Gm13179	ENSMUSG00000086018	antisense		58.62	0.42	0.15	2.73	6.27E-03	1.00

*List of genes that had been affected by gene-by-environment interaction of tryptophan hydroxylase 2 (*Tph2*) genotype and maternal separation (MS), (GE1 [(*Tph2*^+/-^ MS-*Tph2*^+/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)] and GE2 [(*Tph2*^-/-^ MS-*Tph2*^-/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)]; reported under A and B, respectively). Data based on sequencing counts of total RNA and methyl-CpG-binding domain (MBD) capture-based, enriched loci (*n*/group = 6–8). Chr, chromosome; Bm, base mean; lg2FC, log2 fold change; lfcSE, log2 fold change standard error; stat, Wald-statistic; lincRNA, long intergenic non-coding RNA; lncRNA, long non-coding RNA; *p* adj, adjusted *p*-value; TEC, to be experimentally confirmed. Fars2, phenylalanine-tRNA synthetase 2 (mitochondrial); Nsun2, NOL1/NOP2/Sun domain family member 2; Cck, cholecystokinin; Xkr4, X-linked Kx blood group related 4; 5830473C10Rik, RIKEN cDNA 5830473C10 gene; Gm10801, predicted gene 10801; A830073O21Rik, RIKEN cDNA A830073O21 gene; Gm26596, predicted gene 26596; Stx1a, syntaxin 1A (brain); Stom, stomatin; Gm13179, predicted gene 13179. ^∗^Using the default settings of DESeq2; samples with certain criteria like low Bm are excluded from the analysis of *p* adj. As our analysis was based on nominal *p*-values; the standard analysis was not adapted.*

**FIGURE 5:**
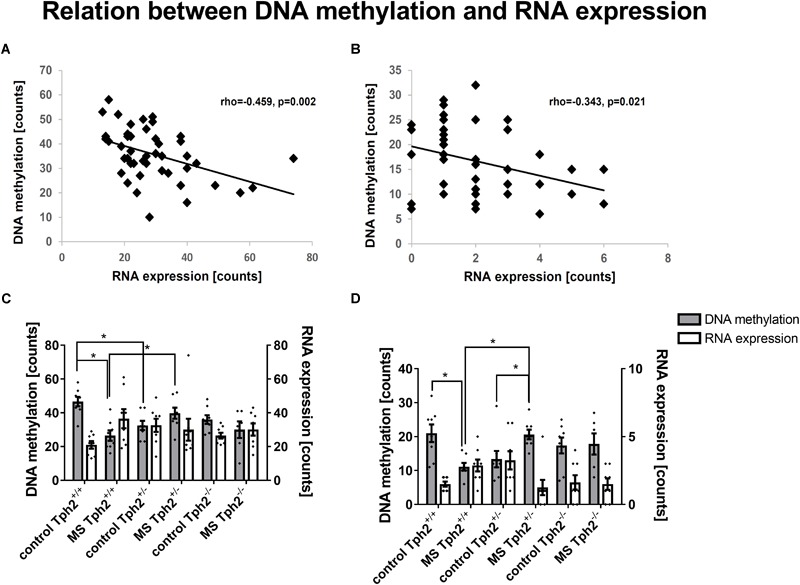
DNA methylation- and RNA expression-related correlations in amygdala. Amongst differentially expressed genes that are furthermore associated with differentially methylated loci, **(A)** the RIKEN DNA *A830073O21Rik* and **(B)** the neuropeptide cholecystokinin (*Cck*) are correlated amongst each other. Data based on sequencing counts of total RNA and methyl-CpG-binding domain (MBD) capture-based, enriched loci (*n*/group = 6–8). Correlation analysis was performed using the non-parametrical Spearman correlation (*n*/group = 5–8). Spearman correlation coefficient rho and *p*-value are reported. For both genes *A830073O21Rik* **(C)** and *Cck* **(D)** the comparison GE1 [(*Tph2*^+/-^ MS-*Tph2*^+/-^ C)-(*Tph2*^+/+^ MS-*Tph2*^+/+^ C)] with a significant difference between effect of neonatal, maternal separation (MS) compared to control in tryptophan hydroxylase 2 (*Tph2*) heterozygous mice and wildtype mice became apparent. *Post hoc* analysis revealed mainly group differences for *A830073O21Rik* and *Cck* methylation (*n*/group = 6–8). ^∗^FDR-corrected *p* < 0.050 (*Post hoc*: Mann-Whitney U test).

**FIGURE 6:**
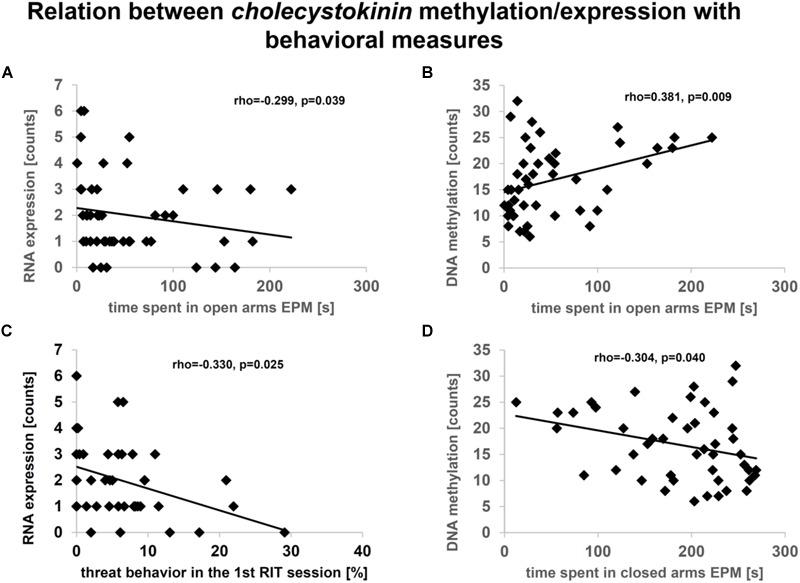
Relationship between cholecystokinin (Cck) expression **(A, C)** or methylation **(B, D)** in amygdala and behavior. Data based on sequencing counts of total RNA and methyl-CpG-binding domain (MBD) capture-based, enriched loci (*n*/group = 6–8). Analysis was performed using the non-parametrical Spearman correlation. Spearman correlation coefficient rho and *p*-value are reported. Correlation analysis was performed over all conditions.

## Discussion

In the present study lifelong TPH2 inactivation and, consequently, depletion of brain 5-HT in *Tph2*^-/-^ mice induced substantial changes in socio-emotional behaviors, while heterozygous *Tph2*^+/-^ mice showed a more ambiguous, behavioral profile. Moreover, MS was shown to induce more subtle behavioral effects, which were dependent on the *Tph2* genotype. On the molecular level, we were able to relate various observed behavioral changes to expression and methylation of genes in the amygdala, potentially regulated through 5-HT and its interaction with MS.

In accordance with previously reported data (Gutknecht et al., 2015), we observed decreased anxiety in the EPM, as indicated by the time spent on the open arms, in *Tph2*^-/-^ mice. This was, however, dependent on the experience of MS during early life and *Tph2*^+/-^ and *Tph2*^+/+^ mice of the MS group showed similar levels of anxiety. Interestingly, though the time in closed arms as well as the distance on open arms was affected by *Tph2* genotype, independent of MS. Albeit effects in the EPM were very strong, no change was observable in the DLB. The discrepancy between these two approach-avoidance conflict-based anxiety tests might be owed to the nature of challenge and methodology. In the EPM, animals are placed into the center from which they can move into closed arms, which are perceived as safe, or onto open arms, which represent a threatening environment due to their elevated and more exposed nature (Lister, 1990). In the DLB animals are placed into the dark compartment, which is perceived as safe. From there, they are free to decide to move into the light compartment or remain in the dark compartment. Furthermore, in the EPM, appraisal of the situation is more complex due to the set-up of the maze (Casarrubea et al., 2013), while in the DLB, mice know the layout of the adjacent compartment after their first visit. Therefore, the observed deviation of behavior in the EPM seems to represent an altered appraisal in *Tph2*^-/-^ mice. Furthermore, our data suggests an altered exploratory activity based on MS in *Tph2*^-/-^ mice, as they spent more time and covered a greater distance on open arms when compared to their *Tph2*^+/+^ and *Tph2*^+/-^ littermates, while *Tph2*^-/-^ control mice only covered a greater distance, without spending more time on open arms compared to the respective *Tph2*^+/+^ and *Tph2*^+/-^ littermates. In a recent study, we reported a similar interaction of *Tph2* genotype, early adversity and acute challenge, in female mice (Auth et al., 2018). The genotype- and stressor-dependent behavioral effects in that study were associated with distinct patterns of brain activity, which furthermore depended on the nature of the acute challenge (i.e., the behavioral test). Findings by other groups, with regard to the effect of 5-HT deficiency on anxiety, were inconsistent (reviewed in Mosienko et al., 2015) and most likely to be accounted for by various factors such as the experimental read-out of the behavioral test used (Arabo et al., 2010) and the genetic background and life histories of investigated animals (Holmes et al., 2003). One hypothesis regarding an alternative read-out describes the time spent on the open arms as probing for a way out, describing increased flight-related behavior, rather than decreased anxiety. Regarding the genetic background, an extensive study, investigating 16 of the most frequently used laboratory mouse lines, discovered a variance of up to 78% between strains. Two of the strains with most opposing results regarding EPM behavior included C57BL6/J mice with an open-arm avoidance index of more than 90% and BALB/cJ mice with an index of 15% (Trullas and Skolnick, 1993). These two strains furthermore, showed opposing profiles when comparing aversive to non-aversive OF. Both strains showed low activity under dim light, with C57BL6 mice increasing their distance travelled under bright light, and BALB/c mice decreasing their distance travelled. Of note, BALB/c J mice carry a functional single nucleotide polymorphism in the *Tph2* gene, leading to a decreased TPH2 activity (Zhang et al., 2004; Kulikov et al., 2005; Bach et al., 2011).

Interestingly, monitoring FCM levels throughout the experiment revealed a genotype-dependent profile, which was totally unaffected by MS. We found in particular *Tph2*^-/-^ males deviated in their FCM profile compared to *Tph2*^+/-^ and *Tph2*^+/+^ mice. In contrast to previously reported, overall lower FCM levels in male *Tph2*^-/-^ mice, they showed a heightened FCM level at baseline, which might suggest a heightened activity of the HPA axis before behavioral testing in the current study. Following test exposure, *Tph2*^-/-^ offspring of the current study showed a more profound decrease in FCM levels compared to *Tph2*^+/+^ and *Tph2*^+/-^ mice. Interestingly, this profile seems to correspond with the activation profile of the basolateral amygdala, described before. In that study, Waider et al. (2017) observed a higher neural activation in *Tph2*^-/-^ males, under home cage conditions. This activation was abolished following exposure to a novel environment. Given the prominent role amygdala activity plays in HPA axis regulation (Herman et al., 2005), these findings might hint at a potential connection between the observed FCM levels and amygdala activity.

The observed, initially higher FCM levels might be explained by post-weaning environment (Hall, 1998). In the present study, males had been single-housed from weaning onward, which has been previously reported to alter the endocrine response in male mice (Bartolomucci et al., 2003). Furthermore, post-weaning social isolation was found to alter exploratory activity (Bartolomucci et al., 2003) as well as increase anxiety-related behaviors, which, only recently, was shown to be dependent on the corticotrophin releasing hormone (CRH) receptor 2 in DR (Bledsoe et al., 2011). The DR CRH receptor 2, has been associated with stress-induced TPH2 activity (Donner et al., 2016), suggesting a potential link with 5-HT deficiency. This might explain, why we observed an altered HPA axis activity in *Tph2*-deficient mice but not in their *Tph2*^+/+^ littermates. Moreover, 5-HT synapses have been identified on CRH-releasing cells in the PVN (Liposits et al., 1987) and 5-HT projections innervate relevant brain structures, such as the central amygdala (Asan et al., 2013) that are involved in regulating complex processes at the PVN (Herman and Cullinan, 1997; Van de Kar, 1997; Herman et al., 2005).

In the current study, in contrast to various other reports on early adversity, like MS, in rodents (Weaver et al., 2004; Weinstock, 2008; Wong et al., 2015), we were not able to find any effects of MS on HPA axis reactivity. One potential explanation for the lack of MS effects on the FCM profile might be that the MS paradigm, used in this study, was rather mild, even though similar paradigms reported strong effects. A moderating factor of MS in this regard might have been the maternal response to MS exposure (Own et al., 2013). The effect of maternal behavior and maternal stress level previously has been associated with the phenotype, observed in adult offspring (Meaney, 2001; de Souza et al., 2013; Murgatroyd et al., 2015). One mediating factor of maternal behavior is the genetic background. *Tph2*-deficient mice had previously been reported to exert altered maternal behavior (Angoa-Pérez and Kane, 2014) and altered stress reactivity (Gutknecht et al., 2015), both of which might have affected offspring development during MS. This is in line with the investigated behavioral parameters, which showed only subtle effects for MS, while most of the reported changes were induced by *Tph2* deficiency.

With regard to territorial, social behavior, *Tph2*-deficient animals had been reported to be significantly more aggressive in comparison to wildtype mice (Angoa-Pérez et al., 2012; Mosienko et al., 2012; Gutknecht et al., 2015). Although observable on a nominal level, none of the investigated aggression parameters showed a statistically significant increase in *Tph2*^-/-^ males in the current study. Furthermore, there was no effect of MS, supporting the previously discussed attenuating effect of maternal behavior also with regard to the spectrum of social behaviors. Interestingly though, the absolute time, *Tph2*-deficient males spent sniffing the intruder was significantly decreased during the first encounter, suggesting altered prosocial behavior in mice with lifelong 5-HT deficiency. This finds support in the fact that several prosocial parameters measured in this study approach significance with an FDR-corrected *p* < 0.10. The observed anti-social effect was particularly strong in *Tph2*^-/-^ males. Comparable results were reported earlier (Kane et al., 2012; Waider et al., 2017), where *Tph2*^-/-^ mice displayed e.g., decreased social interaction as well as less preference for socially relevant odors such as urine and, while showing a comparable habituation, failed dishabituation after the introduction of a novel social target. Testing general olfactory capacities in those animals did not reveal any defects in TPH2-deficient mice (Kane et al., 2012). Of note, social contact was found to activate raphe neurons, in rats, supporting the idea of 5-HT involvement in normal social behaviors (Haller et al., 2005b). A lack of 5-HT response to the initial activation of raphe neurons, thus, might impair the animals’ appraisal and, consequently, affect the behavioral reaction to the intruder. In line with this, we observed deviations from normal behavioral patterns regarding the aggressive interaction in 5-HT-deficient mice. We found that more *Tph2*^-/-^ mice attacked the belly of intruders during the fourth session of the RIT. The belly is a vulnerable body part and attacks toward it are usually avoided in offensive, aggressive encounters (Litvin et al., 2007). Thus, *Tph2*^-/-^ mice seem to be less restricted by the social convention of attack placements and display rule-breaking behavior. Interestingly, adrenalectomy induced a similar increase in attacks aimed at vulnerable targets in rats (Haller et al., 2001) and abolished the positive relationship between attack bites at non-vulnerable regions and 5-HT neuron activity in DR (Haller et al., 2005b). This is emphasizing the close interaction between 5-HT transmission and stress response.

Taken together, results of the behavioral screening suggest two major conclusions. Firstly, *Tph2*^-/-^ mice might perceive a stressful stimulus differently when compared to their *Tph2*^+/+^ counterparts. Under aversive conditions 5-HT deficiency altered the approach toward potentially aversive cues. This might be mediated via an altered regulation of the stress response. An alternate explanation for the abnormal behavior in the EPM might be a dysregulation of 5-HT-dependent signaling involved in the regulation of anxiety- and panic-related behaviors (Paul et al., 2014). As described in the Deakin and Graeff hypothesis 5-HT is necessary to suppress the active motor reaction emerging from the PAG. Thus, lack of 5-HT, might be driving behavior toward a more activity-oriented coping strategy (Paul et al., 2014; Auth et al., 2018). However, in the current model it is not possible to determine if the observed behavioral consequences arise from an acute deficit in 5-HT, as would be suggested by the Deakin and Graeff hypothesis or if compensatory, developmental mechanisms are taking effect. Furthermore, based on our observation that exaggerated behavior was mostly observed in the context of aversive stimuli, a combination of altered appraisal and behavioral disinhibition might explain the observed behavioral phenotype. Notably, *Tph2*^+/-^ mice displayed an inconclusive behavioral profile. This is most likely due to compensatory mechanisms involving decreased degradation of 5-HT (Márquez et al., 2013; Mosienko et al., 2014). *Tph2*^+/-^ mice had been observed to show reductions of only 10–20% in 5-HT levels (Mosienko et al., 2012). This disproportional reduction in brain 5-HT is suggested to be a consequence of compensatory processes, involving e.g., decreased activity of MAO-A (Mosienko et al., 2014). Moreover, the behavioral distinction between *Tph2*^+/-^ and *Tph2*^-/-^ mice, or, dependent on the interrogated task, *Tph2*^+/+^ mice might be dependent on the involved brain circuitries, of which each might affect unique features. Therefore, *Tph2*^+/-^ offspring might show phenotypes, related to *Tph2*^-/-^ offspring or *Tph2*^+/+^ offspring, dependent on the task and experienced aversiveness.

Secondly, MS exerted only indirect effects by reinforcing *Tph2* genotype-dependent, behavioral effects. Based on previous work, we did expect an effect of MS on anxiety- and aggression-related behaviors (Veenema et al., 2006, 2007). One potential explanation for the lack of consistent MS effects might be based on the involvement of several modulating factors. As discussed earlier, a moderating factor of MS in this regard might have been the maternal response to MS exposure (Own et al., 2013). The molecular basis of this phenomenon of less effect of adverse factors has been investigated in manifold experiments and a number of behavioral, physiological and molecular factors were identified as relevant mediators of individual susceptibility to stress (Jakob et al., 2014; Anacker et al., 2016; Han and Nestler, 2017). As one important factor of individual stress susceptibility epigenetic modifications such as DNA methylation have been identified (Dudley et al., 2011). As set out in the introduction epigenetic modifications are affected by environmental factors and the animal’s genetic make-up e.g., with regard to functional 5-HT system components.

To investigate the molecular underpinnings of *Tph2* function-dependent effects of MS, whole genome RNA expression and DNA methylation profiling was performed in tissue homogenate of amygdala, which comprises a multilayered assembly of subregions and neuronal types that are involved in the regulation of complex behaviors in a highly specific manner (Asan et al., 2013). The amygdala is extensively innervated by serotonergic terminals (Asan et al., 2013) and has been reported as one of the structural entities regulating coping-related behavioral reaction to environmental challenges (Hale et al., 2008a,b, 2010; Tovote et al., 2016). Recently, altered neural activity in the basolateral amygdala of male *Tph2*^-/-^ mice compared to their *Tph2*^+/-^ littermates under home cage conditions was reported (Waider et al., 2017), while *Tph2*^+/-^ and *Tph2*^+/+^ mice did not differ in this respect. Electrophysiological investigation of the excitability of amygdala neurons revealed altered amygdala reactivity in *Tph2*^-/-^ and *Tph2*^+/-^ males. Priming the amygdala using the stress-related neuropeptide urocortin 1 resulted not only in increased social anxiety, but was also linked to *Tph2* expression changes (Donner et al., 2012). Overall, and given the role amygdala activity plays in stress response regulation (Herman et al., 2005), it represents a relevant hub of 5-HT signaling and early-life programming. However, characterization of other regions involved in anxiety and social behaviors is warranted.

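The difference in the MS effect between *Tph2*+/- and *Tph2*-/- mice was tested directly as a contrast of the same model, since GE1 and GE2 have their *Tph2*+/+ term in common. For this contrast 394 genes had a nominal p below 0.01 and an absolute lg2FC above 0.2, 229 lower and 165 higher, and 42 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test. Taken by genotype, the MS effect passed the same thresholds for 506 genes in *Tph2*+/+ mice (348 of them higher after MS), for 325 genes in *Tph2*+/- mice (131 higher, 194 lower) and for 309 genes in *Tph2*-/- mice (132 higher, 177 lower). An adjusted p below 0.05 was found for 142, 28 and 12 genes, respectively. With a limit of a mean of 10 counts per gene these 3 numbers were 0, with 445, 225 and 276 genes at an unadjusted p below 0.05. The contrast of GE1 against GE2 also had 0 such genes at this limit (279 unadjusted). It had 0 as well with filterByExpr (342 unadjusted) and with DESeq2 without (561) and with a prior (574). Robust edgeR, a setting chosen after the data were seen, gave 0 too (1580 unadjusted). In the other settings the number lay between 9 and 44. Of 60 splits of the mice with swapped labels, the real one included, 13 gave at least 42 such genes.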

Within the amygdala, we found that the number of DEGs for gene-by-environment interactions differed notably, dependent on the *Tph2* genotype. DNA methylation changes were found to be relatively equal across comparisons. This discrepancy between methylation and expression changes suggests a *Tph*2-dependent effect on early-life programming by MS, partially independent of DNA methylation. Notably, only a fraction of the DEGs were found to be associated with DMLs, and of the overlapping genes only two showed a statistically significant correlation between expression and DNA methylation. This relatively low rate of DML-associated genes, overlapping with DEGs and the lack of significant correlation between expression and methylation of genes is in accordance with findings in other studies (Schraut et al., 2014) and most likely explained by the highly complex interaction of a multitude of epigenetic and structural factors, regulating gene expression (Jenuwein and Allis, 2001; Narlikar et al., 2002; Barski et al., 2007; Garske et al., 2010; Kratz et al., 2010; Fuchs et al., 2011). Furthermore, it has to be considered, that the method of MBD capture is not specific for cytosine methylation, but to a certain extent will also capture cytosine hydroxymethylation (Du et al., 2015). However, the binding capacity for this cytosine modification is several magnitudes less compared to their affinity for methylated cytosines at CpG sites. Lastly, it has to be mentioned that the investigated tissue has been taken after the animals experienced a variety of behavioral tests. Therefore, it might be possible, that several effects of *Tph2*^∗^MS interaction have been compensated or reinforced by further life experiences associated with behavioral testing, which has previously been shown (van den Hove et al., 2014). Nevertheless, designed to model aversive environment in humans, the inclusion of further life experiences is naturalistic.

Despite these limitations, we uncovered an interesting candidate-gene, *Cck*, to be involved in mediating the effects of early adversity dependent on 5-HT. As one of two genes showing an associated expression and methylation for the interaction of the *Tph2*^+/-^ genotype and MS, *Cck* was furthermore, extensively associated with observed behaviors. For example, lower expression of *Cck* was related to more relative time displaying threat in the first session of the RIT. Furthermore, lower expression and higher methylation of *Cck* were associated with lower levels of anxiety. In particular with regard to this association, we observed an interaction across the levels of DNA methylation, RNA expression, and behavior. More specifically, *Cck* methylation was found to be decreased and its expression increased by MS in *Tph2*^+/+^ offspring, while in *Tph2*^+/-^ offspring MS had an opposing effect, leading to an increase in *Cck* methylation and a decrease in expression. 

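The model fitted across all genes gave a lg2FC of *Cck* after MS of 0.72 (standard error 0.56) in *Tph2*+/+ mice and of -1.29 (standard error 0.57) in *Tph2*+/- mice, with nominal p of 0.201 and 0.0224 and adjusted p of 0.765 and 0.797 in edgeR's quasi-likelihood test. In CPM, the level went from 2.13 ± 0.691 (SD, n = 8) in *Tph2*+/+ C to 3.60 ± 1.59 in *Tph2*+/+ MS, and from 3.89 ± 1.82 in *Tph2*+/- C to 1.58 ± 2.06 in *Tph2*+/- MS. These levels rest on means of 1.5, 2.88, 3.25 and 1.25 counts per mouse, and a single *Tph2*+/- MS mouse had 5 of the 10 counts of its group. Counting on the opposite strand was not excluded, so that it is not settled whether they measure *Cck* mRNA.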

In *Tph2*^-/-^ offspring, MS had no effect on either *Cck* methylation, or expression and showed constantly low expression and high methylation levels. This might indicate gene-by-environment-dependent epigenetic programming and altered susceptibility to MS in *Tph2*^-/-^ offspring.

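In *Tph2*-/- mice the lg2FC of *Cck* after MS was -0.09 (standard error 0.62, adjusted p = 1 in edgeR's quasi-likelihood test), with 2.07 ± 2.03 CPM (SD, n = 8) in C and 1.94 ± 1.66 CPM in MS mice. The lg2FC of *Cck* in GE2 was -0.80 (standard error 0.85), and the contrast of the MS effects in *Tph2*+/- and *Tph2*-/- mice gave -1.20 (standard error 0.86, adjusted p = 1), so that a difference between these genotypes was not detectable. From the lack of an MS effect and the constantly low expression and high methylation of *Cck* in *Tph2*-/- offspring, the paper raises the possibility of an epigenetic programming that depends on gene and environment and of an altered susceptibility of these offspring to MS.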

CCK is a peptide that was originally identified in the gut. However, it appears in greater amounts in the brain than in the periphery and is one of the most abundant neuropeptides (Innis et al., 1979; Crawley, 1985; Moran and Schwartz, 1994). Effects of CCK are mediated by CCK1 and CCK2 receptors (Moran et al., 1986). The CCK2 receptor is mainly found in the brain and shown to be involved in emotion regulation (Hughes et al., 1990; Chen et al., 2006). A study in rats, investigating CCK system functioning following MS, showed an increase in sensitivity toward CCK-4 injections in animals that were subjected to a separation paradigm (Greisen et al., 2005), supporting the idea of MS-induced epigenetic regulation. Of note, adrenalectomized rats, known to display increased abnormal aggressive behavior, showed a lower expression of CCK and decreased activation of CCK-expressing neurons in the prefrontal cortex (Haller et al., 2005a). Decreased CCK-positive neuron activation was furthermore related to the increased incident of vulnerable attacks, in line with the observed behavior and low *Cck* expression profile in *Tph2*^-/-^ mice. In general, CCK has been shown to interact with the 5-HT system. In rats, administration of the selective 5-HT1a receptor antagonists (+)WAY100135 and WAY100635 resulted in an attenuation of aversion-related behaviors that were induced by CCK-8 injection (Bickerdike et al., 1995) while CCK_B_ receptor antagonist reversed reduced exploratory activity induced by selective serotonin reuptake inhibitor (Kõks et al., 1999). Direct 5-HT administration was shown to enhance CCK release via activation of 5-HT3 receptors (Raiteri et al., 1993). Taken together these results suggest a positive association between 5-HT and CCK, which is in line with the observations in the current study, where mice, completely depleted of 5-HT showed low levels of *Cck* expression independent of MS. 

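Over both rearing conditions, the lg2FC of *Cck* in *Tph2*-/- compared to *Tph2*+/+ mice was -0.47 (standard error 0.42, adjusted p = 1.00 in edgeR's quasi-likelihood test), and in *Tph2*+/- compared to *Tph2*+/+ mice it was -0.12 (standard error 0.39). In the control condition *Tph2*-/- and *Tph2*+/+ mice differed by 0.125 counts of *Cck* (U = 30, exact permutation p = 0.852). After MS, the difference between *Tph2*-/- and *Tph2*+/+ mice was -1.38 counts (U = 14, exact permutation p = 0.0668, adjusted p = 0.120).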

In limbic regions, such as the hypothalamus and amygdala, converged effects of 5-HT and CCK occur at a subset of neurons, allowing for direct modulatory interaction of these signaling molecules (Zippel et al., 1999; Asan et al., 2013). Moreover, CCK is particularly associated to anxiety- and panic-related behaviors across species (Harro et al., 1993). This has been further discussed in light of the 5-HT hypothesis of defense (Graeff et al., 2015), where the authors conclude that CCK neurotransmission is positively associated with escape-related behaviors, such as the escape response in the elevated T-maze, while 5-HT neurotransmission on the contrary is negatively associated with these behaviors. This is in contrast to the positive relationship observed between CCK and 5-HT, discussed earlier and also observed in the current study. Potential explanations for this discrepancy are brain region specificity, most likely dependent on the available 5-HT receptors and further modulatory factors. A clear interaction between CCK and 5-HT seems to be likely, whereby 5-HT might serve as modulatory interface between environment and CCK expression and consequently effect by affecting epigenetic regulation. All in all, the involvement of *Cck* in the observed 5-HT-dependent behavioral aberrations seems to be likely and altered *Cck* regulation by MS might represent a potential, 5-HT-dependent mechanism of early-life adversity.

Next to *Cck*, the RIKEN cDNA *A830073O21* was found to be modulated by the interaction of 5-HT depletion and MS in a similar pattern as observed for *Cck* expression and methylation. It is an unclassified gene located on chromosome 7 that was suggested to be a mitochondrial protein in a combined mass spectrometry, GFP tagging, and machine learning approach resulting in 1058 gene assembly associated with mitochondria called MitoCarta (Pagliarini et al., 2008), but no longer appeared in the MitoCarta 2.0 (Calvo et al., 2016). Further work toward elucidating its function is thus warranted. 

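The mean RNA count of *A830073O21Rik* over the 48 mice was 29.5, with a range of 13 to 74, and 2997 of the 32235 genes with at least 1 count had a higher mean, which places the gene among the top 9.30%. Sample by sample, between 86.0% and 94.2% of the genes had a lower count, with a median of 89.7% (SD 2.01, n = 48). The rank depended on the genes it was taken among. Of the 5645 genes with a mean of at least 10 counts, 46.9% were below it. Divided by the exonic length of 3096 bases, its count was above that of 85.9% of 32062 genes. Its 527 exonic bases opposite to *Fam174b* are part of that length.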

Its comparably high expression (amongst the top 10%) in the amygdala and the equally high susceptibility to gene-by-environment-dependent effects suggest a role in 5-HT-dependent response to environmental cues. This finds further support by a predicted interaction with in total 164 microRNAs^2^.

Taken together, our results highlight epigenetic *Cck* regulation in the amygdala by early-life adversity as potential mechanism involved in anxiety-like and aberrant social behaviors of a lifelong deficiency in 5-HT synthesis.

## Data Availability

The datasets GSE110330 generated for this study can be found in NCBI GEO https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110330. Other relevant data is provided as Supplementary Material.

## Ethics Statement

This study was carried out in accordance with the recommendations of the European Parliament and Council Directive (2010/63/EU). The protocol was approved by local authorities (Government of Lower Franconia, Würzburg: 55.2-2531.01- 57/12).

## Author Contributions

K-PL, DvdH, and MW conceived and designed the study. MW, FM, LDG, and RP acquired the data. RL, LE, and KF performed bioinformatics processing and analysis of sequencing data. MW wrote the first draft of the manuscript. MW, DvdH, K-PL, JW, JG, RL, LE, FM, AS-B, SP, TS, RP, and HS contributed to the interpretation of the data, preparation of the figures, writing and/or revising of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

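RNA from the amygdala of 48 mice was measured by sequencing, with 8 mice in each of 6 groups of *Tph2* genotype and rearing. The study assigned whole litters to MS or control. Litter was not part of the models and tests here, so that any littermates were treated as independent. The authors prepared stranded total RNA libraries, sequenced them as read pairs, mapped them to GRCm38.p5 and deposited raw counts per Ensembl gene, without normalization. The main text of the paper names neither the aligner nor the annotation or the strand setting of the RNA counting. It refers to supplementary methods for details, which were not used here and may give them. The table holds 48440 genes and 5 special entries for pairs not counted on a gene, and all of its columns were matched to a mouse. The behavioral values of the same mice came from the study's supplementary sheet. DNA methylation was not analysed here.

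Genes were placed with GENCODE release M21, which is on the same build, GRCm38, and holds 48058 of the genes in the table. A gene was said to lie opposite to another where their exons overlap on different strands. The counts on genes ranged from 609489 to 6296568 per sample, with a median of 738490, and 3 counts make between 0.476 and 4.92 counts scaled to library size (CPM). This floor is scaled to all counts on genes and covers counting error only, while the CPM of single genes are scaled to the library size after TMM, so that the scales differ.

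Genes with at least 1 count in any sample were tested and *Lars2* was left out, as in the study, which left 32234 genes. Counts were normalized with TMM and fitted with edgeR 4.0.16 in R 4.3.3, with 1 coefficient per group, and contrasts were tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment. A gene was a DEG at a nominal p below 0.01 and an absolute lg2FC above 0.2, the study's thresholds. The paper used DESeq2, and DESeq2 1.42.0 was run as an alternative, with and without a prior on the lg2FC. The method was tested on simulated data, where edgeR called 181 of 200 changed genes and 317 of 30481 unchanged genes, and DESeq2 without a prior 180 and 143. The simulated counts followed the trend of the dispersion, without outlying samples. Changed genes were placed at a mean of at least 10 counts. The test thus does not give the error rate for these data. In edgeR 6 unchanged genes had an adjusted p below 0.05, against a median of 18 for GE1 in splits with swapped labels.

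Raw counts of *Cck* and *A830073O21Rik* were compared between 9 pairs of groups by two-sided exact permutation of the Mann-Whitney U statistic, whose smallest possible p with 8 against 8 mice is 0.000155. Correlations with 19 behavioral measures were tested with 100000 permutations, and p-values were adjusted over the 38 relations. Tests of differences between genotypes in the relations of *Cck* with behavior, and a part of the alternatives for these relations, are not reported here. These steps used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

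The genes named were chosen by rules fixed before the data were examined, as the smallest p are known only from the fits. They are the DEGs of Table 1, *Tph2*, *Lars2*, the 2 genes with the smallest p in each direction for GE1, GE2 and *Tph2*-/- against *Tph2*+/+, and a list of abundant genes for the check of the strand. The alternatives fixed at that time were DESeq2's size factors, DESeq2 with and without a prior, edgeR's filterByExpr, a mean of at least 10 counts, *Lars2* kept, a block for the replicate number, a fit of only the groups in the contrast, and leaving out the 7 controls with animal numbers from 272. For *Cck* and *A830073O21Rik* they were CPM, the normal approximation of the U test, sign flips within replicate numbers, division by gene length, ranks less the median rank of the group, and leaving out *Tph2*-/- mice or the 2 samples farthest from the median. A further 3 alternatives were chosen after seeing the data, namely robust edgeR, leaving out the 4 libraries with more than 500000 counts on *Gm42418*, and the share of multi-mapped reads as a covariate.

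Results of the model across genes were set against 60 splits of the mice, the real one included. In the others, labels were swapped between same-numbered mice, rearing labels within a genotype or genotype labels within a rearing condition.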

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

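The tests of *Gm42418* and *Lars2* reads, of the 4 libraries rich in *Gm42418*, of robust estimation, of the multi-mapped share, of mitochondrial counts per base, of outlying values of Table 1 genes, of genes varying together and of genes counted opposite to a transcript were chosen only after the result was seen.

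In 5 of the 6 groups 1 library had far more counts on genes than the others. The gap to the next library, divided by the range of the group, was 0.967 for *Tph2*+/+ C replicate 1, 0.828 for *Tph2*+/+ MS replicate 2, 0.948 for *Tph2*+/- C replicate 2, 0.541 for *Tph2*+/- MS replicate 8 and 0.794 for *Tph2*-/- C replicate 1, each above Dixon's 95% critical value for 8 samples, which about 1 in 20 groups passes by chance. For counts on *Gm42418* the same ratio was 0.991, 1.000, 1.000 and 0.920 for the same replicates of *Tph2*+/+ C, *Tph2*+/+ MS, *Tph2*+/- C and *Tph2*-/- C, and 0.590 for *Tph2*-/- MS replicate 2. A candidate explanation is reads from rRNA-like sequence counted on *Gm42418* and *Lars2*. Without these genes 1 group still had an outlying total, *Tph2*+/+ C, whose replicate 1 was then the lowest with a ratio of 0.584 (419364 counts against 606146 for the next). Without these genes the 4 libraries rich in *Gm42418* no longer had outlying high totals. *Tph2*+/- MS replicate 8 was then no longer outlying by the same limit either, but it had only 5.53% of its counts on these genes and remained the highest of its group without them (845999 against 754367 for the next), so that these reads account for a part of its excess only. The library with the low total is the one with 93.3% of its counts on them, so that the low total does not speak against this explanation. No biological explanation was tested.

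Among named genes, single mice lay far from their group. The ratios were 0.623 for *Fars2* in *Tph2*+/+ C replicate 4 and 0.736 in *Tph2*+/- MS replicate 8, 0.578 for *Nsun2*, 0.768 for *A830073O21Rik* and 0.661 for *Gm26596* in that same *Tph2*+/- MS replicate 8, and 0.8 for *Cck* in *Tph2*+/- MS replicate 6 (5 counts against 1 for the next). They were 1 for *5830473C10Rik* in *Tph2*+/+ MS replicate 7 and *Tph2*+/- C replicate 7 and 0.572 in *Tph2*-/- C replicate 1, 0.659 for *Gm10801* in *Tph2*+/- C replicate 6 and 0.745 in *Tph2*+/- MS replicate 3, and 0.557 for *Stx1a* in *Tph2*+/+ C replicate 3. For *Stom* they were 1 in *Tph2*+/- C replicate 8, 0.608 in *Tph2*-/- C replicate 2 and 1 in *Tph2*-/- MS replicate 5. With the genes of smallest p included, 38 outlying values were found among 18 genes. Of these, 14 belong to the 4 libraries rich in *Gm42418*, but 4 of them are counts of *Gm42418* itself and 8 are of 2 genes chosen for their small p, so that this number does not bear on the others. Of the 15 outlying values of Table 1 genes 1 belongs to those libraries, which do not account for them. A ratio of 1 is a single mouse with counts in a group where the other 7 had 0. No biological explanation was tested.

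For GE1, 163 genes had an adjusted p below 0.05, a difference in the MS effect between *Tph2*+/- and *Tph2*+/+ mice. Of 60 splits, 3 gave at least as many such genes, a share that is not below 0.05, and 7 gave at least 563 DEGs (the others had a median of 338). With the share of multi-mapped reads as a covariate 496 DEGs were found, but the genes with an adjusted p below 0.05 fell to 109, and those of the MS effect in *Tph2*+/+ mice from 142 to 63, so that this share may account for a part of the 163 genes, although the fall from 163 stayed just within the limit of 1.5 times used for these tests. In other contrasts the same covariate raised the number of such genes. It went from 28 to 39 for the MS effect in *Tph2*+/- mice and from 12 to 14 in *Tph2*-/- mice. For *Tph2*-/- against *Tph2*+/+ it went from 81 to 119, and for *Tph2*+/- against *Tph2*+/+ from 36 to 41. It stayed at 11 for GE2 and at 42 for GE1 against GE2. Without the 4 libraries rich in *Gm42418* 180 genes of GE1 had an adjusted p below 0.05, so that these libraries do not account for the 163 genes. With robust estimation the number was 27, and outlying samples may account for a large part of the 163 genes. The DEGs also varied together within groups, with a median correlation of 0.0513 between pairs, against 0.00493 for random lists of the same expression. The number cannot be told apart from a grouping of mice by other sources of variation, nor from outlying samples.

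A median of 97.5% of the uniquely assigned pairs were counted on no gene, data on which the main text of the paper does not report. A candidate explanation is counting on the strand opposite to each gene. Of 12 abundant nuclear genes listed in advance 0 had a mean of at least 1000 counts, and genes with exons opposite to other exons had 16.6 times the median count of the others. The mitochondrial genes do not decide it. The light-strand gene *mt-Nd6* had 0.364 times the mean count of *mt-Co1*, where more than 1 had been predicted, but it is shorter, and per exonic base the ratio was 1.08. Low depth does not account for it, as 2 of 16 abundant genes were among the 322 genes with the highest counts. Of the 100 genes with the highest counts, 92.9% of those in the annotation lie opposite to exons of another gene, against 24.8% of the other counted genes (Fisher's exact p = 5.82e-47), so that counts of a gene may in part come from a transcript of the gene opposite to it. No biological explanation was tested.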

How the results depend on the processing

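The alternatives were set before the data were examined, except for 3 chosen after seeing the data (robust edgeR, the libraries rich in *Gm42418* left out, and the multi-mapped share as a covariate). Of 312 values of single comparisons and genes under the alternatives, 222 kept their direction and their side of the threshold, 57 became weaker, 13 stronger and 20 reversed. For values given below the cause was not tested. Where counts of genes are given in order, they are GE1 DEGs, GE2 DEGs, the GE1 against GE2 contrast, and the MS effect in *Tph2*+/+, *Tph2*+/- and *Tph2*-/- mice.

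With DESeq2 without a prior the counts were 278, 79, 71, 224, 67 and 83, with 84.9% and 73.4% of GE1 and GE2 DEGs lower. Adjusted p below 0.05 was found for 2 genes in GE1, 0 in GE2 (584 unadjusted), 1 in *Tph2*-/- and 0 in *Tph2*+/- against *Tph2*+/+ (621 unadjusted). The lg2FC reversed to -0.38 for *CT010467.1* and 3.45 for *Gm42418* in GE1, to -0.68 for *Gm15564* and 0.60 for *Parpbp* in GE2, and to 0.59 for *Gm42418* and 0.10 for ENSMUSG00000089855 in *Tph2*-/- against *Tph2*+/+.

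With a prior on the lg2FC the counts were 288, 82, 79, 2.4e+02, 77 and 98, with 85.4% and 71.95% lower. Adjusted numbers were 2 in GE1, 0 in GE2 (594 unadjusted), 1 in *Tph2*-/- and 0 in *Tph2*+/- against *Tph2*+/+ (597 unadjusted). *Cck* passed in GE1 with -0.68 (nominal p of 0.00648). Reversed values were -0.26 for *CT010467.1* and 0.48 for *Gm42418* in GE1, -0.51 for *Gm15564* and 0.22 for *Parpbp* in GE2, and 0.12 for *Gm42418* and 0.062 for ENSMUSG00000089855 in *Tph2*-/- against *Tph2*+/+.

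With filterByExpr the counts were 201, 35, 54, 1.8e+02, 46 and 55, and 87.1% of GE1 DEGs were lower. Adjusted numbers were 0 in GE1 (539 unadjusted), 0 in GE2 (247), 1 in *Tph2*-/- and 0 in *Tph2*+/- against *Tph2*+/+ (314). *A830073O21Rik* no longer passed in GE1, with -0.83 (nominal p of 0.0105). With a mean of at least 10 counts they were 180, 30, 39, 155, 42 and 42, with 82.8% and 53.3% lower, and adjusted numbers were 0 in GE1 (458 unadjusted), 0 in GE2 (190), 1 in *Tph2*-/- and 0 in *Tph2*+/- against *Tph2*+/+ (259). *A830073O21Rik* then had -0.82 (nominal p of 0.0109), and 46.9% of genes below it, compared to 85.9% with counts divided by gene length.

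Same-numbered mice are different animals, and their profiles correlated by 0.00665 on average over 120 pairs, against -0.00013 over 840 other pairs. On average the replicate number thus gives no basis for pairing. The pairs include those of a C and an MS mouse, which come from different litters, so that an effect of litter is not excluded. With a replicate block, GE2 had 208 DEGs and 7 adjusted genes, the GE1 against GE2 contrast 2.4e+02 and *Tph2*+/- against *Tph2*+/+ 23, with 73.2% and 66.8% of DEGs lower, *Cck* at -1.95 (nominal p of 0.00829) and *Gm42418* in GE2 reversed to 1.10. Sign flips within replicate numbers left 0 *Cck* comparisons with an adjusted p below 0.05 (2 unadjusted).

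Without the 7 late-numbered controls, adjusted numbers were 86 in GE1, 26 in GE2, 27 in *Tph2*-/- and 11 in *Tph2*+/- against *Tph2*+/+, and 66.7% of GE2 DEGs were lower. *CT010467.1* in GE1 reversed to -0.30 and *Parpbp* in GE2 to 0.88. The animal numbers of C and MS mice did not overlap, so that a batch that follows these numbers cannot be told apart from rearing by leaving out these mice alone. With DESeq2's size factors in edgeR, 17 genes were adjusted in GE2, 76.5% and 67.6% were lower, and *Cck* had -2.07 (nominal p of 0.00959). With only the groups of the contrast 73.8% of GE1 DEGs were lower and *Cck* had -2.05 (nominal p of 0.00994). With *Lars2* kept, 66.7% of GE2 DEGs were lower.

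With robust edgeR adjusted numbers were 27 in GE1, 0 in GE2 (1545 unadjusted), 7 in *Tph2*-/- and 2 in *Tph2*+/- against *Tph2*+/+. Without the libraries rich in *Gm42418*, 4 genes were adjusted in GE2 and 73.3% of GE1 DEGs were lower. Reversed values were 3.66 for *Gm42418* in GE1, -0.25 for *Gm15564* in GE2, and 0.62 for *Gm42418* and 0.089 for ENSMUSG00000089855 in *Tph2*-/- against *Tph2*+/+. With the multi-mapped share as a covariate *A830073O21Rik* had -0.59 (nominal p of 0.0104).

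The *Cck* comparisons with an adjusted p below 0.05 numbered 0 in CPM (4 unadjusted), with the normal approximation (4) and without the 7 late-numbered controls (2), and their smallest adjusted p lay between 0.0512 and 0.0703 over all alternatives. In CPM the difference of *Tph2*+/+ C from *Tph2*-/- C reversed (adjusted p = 0.624).

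*Cck*, *Stom* and *5830473C10Rik* had at most 6, 3 and 3 counts per mouse, so that counting error limits their values. Why these counts are low was not tested gene by gene.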

Differences from the paper's values

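The paper reports 309 DEGs for GE1, and 563 were found here. DESeq2 without a prior gave 278 and with a prior 288, and none of the other alternatives set before the data were examined closed the gap. For GE2 the paper reports 102 and 324 were found, with 79 and 82 under the same DESeq2 settings and no other alternative closing the gap. The paper's share of lower DEGs is 84.5% for GE1 and 74.5% for GE2, against 68.7% and 61.1% here. For GE1 the gap closed with DESeq2 without (84.9%) and with a prior (85.4%), with filterByExpr (87.1%) and with a mean of at least 10 counts (82.8%), but not with DESeq2's size factors in edgeR, *Lars2* kept, the replicate block, only the groups of the contrast or the 7 late-numbered controls left out. For GE2 it closed with DESeq2's size factors (67.6%), DESeq2 without (73.4%) and with a prior (71.95%), *Lars2* kept (66.7%), the replicate block (66.8%) and the 7 late-numbered controls left out (66.7%), but not with filterByExpr, the mean of at least 10 counts or only the groups of the contrast.

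The lg2FC of 8 genes differed, and for each the gap closed with DESeq2 with a prior and with no other alternative set before the data were examined. In GE1 the paper's value for *Fars2* is -0.99, against -2.43 here and -0.93 with the prior. For *Nsun2* the paper gives -0.84, against -2.57 and -0.79. For *Cck* the paper gives -0.74, against -2.01 and -0.68. For *Xkr4* the paper gives -0.74, against -1.57 and -0.69. For *5830473C10Rik* the paper gives 0.51, against 4.04 and 0.42. For *Gm10801* the paper gives -0.86, against -3.13 and -0.80. In GE2 the paper gives -0.71 for *Stx1a*, against -1.89 and -0.66, and -0.47 for *Stom*, against -4.72 and -0.34. *Stom* had 0 counts in all *Tph2*+/+ C mice, so that its -4.72 depends on the small count that edgeR adds and is not an estimate of size.

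For *Cck* the paper's unadjusted p of *Tph2*+/- C against *Tph2*+/- MS is 0.011, and the exact permutation p was 0.00668. The normal approximation gave 0.0109 and leaving out the 7 late-numbered controls gave 0.0133, while CPM did not close the gap. The paper's p of *Tph2*+/+ C against *Tph2*+/- C is 0.026, against an exact permutation p of 0.0392, and that of *Tph2*+/+ MS against *Tph2*+/- MS is 0.017, against 0.0106. The normal approximation gave 0.0257 and 0.0171, and no other alternative closed these gaps. In the paper 0 of the *Cck* comparisons pass after adjustment, and 2 passed here. All 4 alternatives, namely CPM, the normal approximation, sign flips within replicate numbers and the 7 late-numbered controls left out, gave 0 (with 4, 4, 2 and 2 at an unadjusted p below 0.05).

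The paper lists *Cck*, *Xkr4*, *Stx1a* and *Gm13179* as DEGs, and they did not pass here, with nominal p of 0.0117, 0.0144, 0.0112 and 0.0107. *Cck* passed with DESeq2's size factors in edgeR, DESeq2 with a prior, the replicate block and only the groups of the contrast. *Xkr4* passed with the replicate block and, in a setting chosen after seeing the values, without the libraries rich in *Gm42418*. *Stx1a* passed with DESeq2's size factors, *Lars2* kept and the replicate block. *Gm13179* passed with DESeq2 with and without a prior, filterByExpr, the mean of at least 10 counts and only the groups of the contrast, and in all 3 settings chosen after seeing the values. The paper describes *Cck* expression as low in *Tph2*-/- mice whatever their rearing. Here *Tph2*-/- C mice had a mean of 1.62 counts, against 1.5 in *Tph2*+/+ C and 3.25 in *Tph2*+/- C mice. After MS they had 1.5, against 2.88 in *Tph2*+/+ and 1.25 in *Tph2*+/- mice, so that in raw counts they were lower than 1 of the 2 other genotypes in each condition. In CPM, *Tph2*-/- C mice had 2.07 ± 2.03 (SD), against 2.13 ± 0.691 in *Tph2*+/+ C and 3.89 ± 1.82 in *Tph2*+/- C mice. They were then lower than both, although the distance to *Tph2*+/+ C was small against the SDs. After MS the CPM were 1.94, against 3.60 in *Tph2*+/+ and 1.58 in *Tph2*+/- mice.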

Other observations

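The share of lower genes without the 4 libraries rich in *Gm42418* comes from a setting chosen after seeing the data. No other test in this part was chosen only after its result was seen, and all of the splits were planned.

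Splits of the mice with labels swapped between same-numbered mice were compared with the real one, 60 in all with the real one included. At least as many DEGs as the 324 of GE2 were found in 32 of them, and at least as many genes with an adjusted p below 0.05 as its 11 in 56. For the contrast of GE1 against GE2 (394 genes) the number was 25. For the MS effect it was 6 in *Tph2*+/+ mice (506 genes), 36 in *Tph2*+/- mice (325 genes) and 26 in *Tph2*-/- mice (309 genes). For genes with an adjusted p below 0.05 it was 8 for *Tph2*-/- against *Tph2*+/+ (81 genes) and 13 for *Tph2*+/- against *Tph2*+/+ (36 genes). None of these shares is below 0.05, so that none of these numbers was larger than regrouped mice give.

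Genes near *Tph2* could differ between *Tph2*-/- and *Tph2*+/+ mice through flanking DNA of the targeted stem cell line. Of the 297 tested genes within 20 Mb of *Tph2*, 0 were among the 80 placed genes with an adjusted p below 0.05 (two-sided Fisher's exact p = 1). With so few genes on either side 0 is also the likely outcome by chance, so that the test can hardly tell and the explanation stays open.

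The excess of lower genes among GE1 DEGs could come from library composition. The share of lower genes moved by 7.8 points with DESeq2's size factors, by 18.3 points with filterByExpr and by 14.0 points with a mean of at least 10 counts. The filters mainly change which genes are tested, so that the last 2 values do not bear on composition. DESeq2's size factors change the normalization alone and raised the share from 68.7% to 76.5%, and it was 73.3% without the 4 libraries rich in *Gm42418*. The share thus depends on the normalization, but both methods correct for composition, so that comparing them cannot show whether composition is the cause.

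The relation of *Cck* counts with behavior could come from library size. In CPM rho was -0.283 with time on open arms and -0.341 with threat in the first RIT session, and total counts were not related to either (permutation p = 0.564 and 0.311), which goes against library size. Differences between the 6 groups are another candidate explanation. Ranks less the median rank of the group correlated by -0.0366 for time on open arms, so that this relation may reflect differences between groups. The value for threat was -0.275, and that relation cannot be told apart from such differences.

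*A830073O21Rik* RNA counts and the distance in the light compartment of the DLB had a rho of 0.309 (permutation p = 0.0351, adjusted p = 0.365, n = 47). The paper gives a coefficient of the same size for *A830073O21Rik* methylation with that measure, and methylation was not analysed here.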
